# STAT1 is regulated by TRIM24 and promotes immunosuppression in head and neck squamous carcinoma cells, but enhances T cell antitumour immunity in the tumour microenvironment

**DOI:** 10.1038/s41416-022-01853-z

**Published:** 2022-05-20

**Authors:** Kelvin Anderson, Nathan Ryan, Divya Nedungadi, Felipe Lamenza, Michael Swingler, Arham Siddiqui, Abhay Satoskar, Puja Upadhaya, Maciej Pietrzak, Steve Oghumu

**Keywords:** Oral cancer, Tumour immunology

## Abstract

**Background:**

Head and neck squamous cell carcinoma (HNSCC) is a significant problem and is frequently resistant to current treatments. STAT1 is important in anti-tumour immune responses against HNSCC. However, the role of STAT1 expression by tumour cells and its regulation during HNSCC is unclear.

**Methods:**

We determined the effects of *STAT1* inhibition on tumour development and immunity in CAL27 and UMSCC22A HNSCC cell lines in vitro and in a HNSCC carcinogen-induced model in vivo.

**Results:**

*STAT1* siRNA knockdown in human HNSCC cells impaired their proliferation and expression of the immunosuppressive marker PD-L1. *Stat1*-deficient mice displayed increased oral lesion incidence and multiplicity during tumour carcinogenesis in vivo. Immunosuppressive markers PD-1 in CD8+ T cells and PD-L1 in monocytic MDSCs and macrophages were reduced in oral tumours and draining lymph nodes of tumour-bearing *Stat1*-deficient mice. However, STAT1 was required for anti-tumour functions of T cells during HNSCC in vivo. Finally, we identified TRIM24 to be a negative regulator of STAT1 that plays a similar tumorigenic function to STAT1 in vitro and thus may be a potential target when treating HNSCC.

**Conclusion:**

Our findings indicate that STAT1 activity plays an important role in tumorigenicity and immunosuppression during HNSCC development.

## Background

Head and neck squamous cell carcinoma (HNSCC) is the sixth most common form of cancer, affecting nearly one million people per year [1, 2]. With the annual burden of HNSCC expected to increase, there exists a dire need to identify and elucidate the context-dependent function of molecular targets that can be therapeutically exploited in cancer cells and associated cells of the HNSCC tumour microenvironment [3]. Signal transducer and activator of transcription 1 (STAT1) mediates the signalling of type I, II and III interferons (IFNs) and growth factors like epidermal growth factor and is involved in several biological processes, including apoptosis [4], inflammation [5] and cell cycle modulation [6, 7]. Not surprisingly, due to the wide range of biological activity mediated by STAT1, its activity is heavily altered in many HNSCC cases [8]. Interestingly, STAT1 downregulation has been implicated in oral carcinogenesis and immune escape, while STAT1 phosphorylation has been associated with increased survival [9–11].

Recent studies conducted by our group identified the critical anti-tumour role of STAT1 in the host immune response to HNSCC [12]. We used an orthotopic model of metastatic HNSCC cells injected into *Stat1*-deficient (*Stat1*^*−/−*^) or *Stat1*-sufficient (*Stat1*^*+/+*^) mice to show that mice deficient in *Stat1* are highly susceptible to tumour growth and metastasis. This was associated with an exhausted T cell phenotype with increased programmed cell death protein 1 (PD-1) expression, and increased accumulation of immunosuppressive myeloid-derived suppressor cell (MDSC) populations in the tumours of *Stat1*-deficient mice. These results indicate that host derived STAT1 is critical for anti-tumour immune responses against HNSCC. However, questions remain regarding the role of STAT1 expression by oral epithelial and cancer cells during stages of HNSCC tumour development.

Although STAT1 has long been considered to be a tumour suppressor by promoting HNSCC cell death [10], recent reports show that STAT1 activation also mediates programmed cell death ligand 1 (PD-L1) expression in HNSCC cells thereby promoting tumour immunosuppression [13, 14]. STAT1 activation has also been shown to mediate resistance to cisplatin therapy [15] and radioresistance in HNSCC cells [16]. A limitation to these studies that have investigated the impact of STAT1 activation in HNSCC cells are that the methods mostly used are in vitro cell culture models, xenograft models into nude mice or correlative studies from HNSCC clinical samples. These approaches generally do not address (i) the influence of STAT1 on the tumour microenvironment, (ii) the interaction of STAT1 expressing HNSCC cells with immune cells, stromal cells, and fibroblasts and (iii) the impact of STAT1 activation by oral epithelial cells on HNSCC tumour initiation and promotion. This represents a major gap in our knowledge of STAT1 activation by HNSCC cells in the tumour microenvironment, which is essential to advance our mechanistic understanding of the role of STAT1 in HNSCC, and design therapies that exploit the STAT1 pathway in HNSCC treatment.

Identifying cell-specific regulators of STAT1 activation in HNSCC cells can facilitate the development of novel approaches to HNSCC treatment. In this study, we identify a novel potential negative regulator of STAT1 in HNSCC cells—tripartite motif (Trim) 24 protein, also known as transcriptional intermediary factor 1. TRIM24 is a multifunctional protein that binds and regulates nuclear receptors, such as retinoic acid and oestrogen receptors, and associates with chromatin- and heterochromatin-associated factors that result in inactivation of *Stat1* transcription [17]. Thus, TRIM24 presents itself as a potential target for modulating STAT1 expression in the tumour microenvironment. Although TRIM24 has been shown to promote colorectal, ovarian and other cancers, [18–21], the effect of the TRIM24–STAT1 axis on HNSCC development still remains unclear.

To enhance our understanding of STAT1 activation and regulation in HNSCC initiation, growth and anti-tumour immune responses, we determined the effects of *STAT1* small interfering RNA (siRNA) knockdown on the human papillomavirus (HPV)-negative oral cancer cell lines CAL27 and UM-SCC22A. We also used the 4-nitroquinoline-1-oxide (4NQO) carcinogen-induced HNSCC model in STAT1-competent and STAT1-deficient mice to determine the effect of STAT1 on tumour development and immune responses to HNSCC in vivo [22]. This 4NQO mouse model recapitulates the mutational profile and immune landscape of non-HPV-associated human HNSCC and mirrors its development from early dysplastic to invasive stages [23]. Specifically, high incidence mutations observed in human HNSCC, such as in *Trp53*, *Notch1*, *Fat1*, *Lama3* and *Syne2*, were demonstrated to be associated with 4NQO-induced mouse tumours, while immune infiltration to tumours was maintained [23]. Indeed, STAT1 and IFN-γ activity are upregulated during PD-1 blockade in mice administered 4NQO [24]. Because of the similar mutational landscape of 4NQO-induced mouse oral carcinogenesis to human HNSCC, combined with the use of immunocompetent hosts, this model further allows for study of the immunologic determinants of HNSCC development [25]. Finally, we investigate the impact of *TRIM24* siRNA knockdown on STAT1 expression and subsequent cell proliferation, apoptosis and expression of immunosuppressive biomarkers in CAL27 and UM-SCC22A HNSCC cells. The findings of our study shed light on the role of STAT1 expression and regulation by HNSCC cells on tumour development and the immune response during HNSCC.

## Materials and methods

### Mice

*Stat1*^*+/+*^ and *Stat1*^*−/−*^ male and female BALB/c mice, 6–8 weeks old (*N* = 20, 10 males, 10 females per group) were used for experimental HNSCC studies. This sample size was selected to achieve 80% power to detect a 2.5-fold difference between groups (corresponding to an effect size of 2). Animals were kept according to regulations maintained by the University Laboratory Animal Resources. Experiments were approved by the Institutional Animal Care and Use Committee (Protocol #2018A00000054) and Institutional Biosafety Committee of The Ohio State University.

### Cell lines

Authenticated human HNSCC cell lines CAL27 (ATCC Cat# CRL-2095, RRID:CVCL_1107) and UM-SCC22A (Millipore Cat# SCC076, RRID:CVCL_7731) were used for these studies.

### siRNA knockdown

A reverse transfection mRNA knockdown cocktail containing STAT1 siRNA (Cell Signaling; Danvers, MA), TRIM24 siRNA (Life Technologies; Carlsbad, CA) or scrambled siRNA (Thermo Fisher; Waltham, MA) and 1 μL of Lipofectamine RNAiMAX in 100 μL OptiMEM serum-free media (Life Technologies; Carlsbad, CA) was prepared and plated at 100 μL per well. Following 15 min of room temperature incubation, cells were plated at 2.5 × 10^5^ cells/well in 500 μL antibiotic-free complete media in each well. Cells were allowed to grow for 48 or 72 h before downstream analyses.

### Western blot

In all, 30 μg protein was loaded into a 10% acrylamide SDS-PAGE gel (National Diagnostics; Atlanta, GA). Standard Western Blotting techniques were used as described previously [26]. Antibodies used included STAT1(14994T), phospho STAT1 (9167S), TRIM24 (79030S), MCM3 (4012S), cleaved CASP8 (8592T), GAPDH (2118S) (Cell Signaling), BCL2 (IMG-80093, IMGENEX) and KI67 (M7240, Agilent). Blots were incubated with goat anti-rabbit HRP-linked (31460, Thermo Fisher Scientific, Rockford, IL) or anti-mouse IgG HRP-linked (7076 S, Cell Signaling Technology) secondary antibodies and treated with Pierce ECL Western Blotting Substrate (Thermo Fisher; Waltham, MA).

### Enzyme-linked immunosorbent assay (ELISA)

IFN-γ ELISA was performed as described previously [27], using capture antibody (Biolegend, 505702, San Diego, CA) and detection antibody (505804).

### Carcinogen-induced HNSCC model

*Stat1*^*+/+*^ and *Stat1*^*−/−*^ (*n* = 20; 6–8 weeks old) BALB/c mice were administered the oral carcinogen 4NQO (Sigma Aldrich; St. Louis, MO) at a concentration 100 μg/mL in their drinking water for 16 weeks, followed by drinking water for 8 weeks [28, 29]. Control mice of each genotype were administered drinking water for the entire duration of the experiment. At 24 weeks following initial 4NQO treatment, mice were sacrificed. Tongue lesions and tumours were counted macroscopically and microscopically.

### Immunohistochemistry

Formalin-fixed-paraffin-embedded tissue sections were cut at a thickness of 5 µm and rehydrated. Heat-induced epitope retrieval was performed in sodium citrate antigen retrieval buffer. Tissues were stained with H&E or, for immunohistochemistry, Granzyme B (Abcam, ab4059; Cambridge, MA), Ki-67 (Abcam, Ab15580), PD1 (Cell Signaling 9664S), cleaved caspase 3 (Cell Signaling, 84651S), PD-L1 (Invitrogen, 14-5982-82; Waltham, MA), CD4 (Invitrogen, 14-0042-82), CD8 (Invitrogen, 14-0808-82) and CXCL9 (BioXCell, BE0309). Following the addition of primary antibody, the tissues were incubated with biotinylated goat anti-rabbit (Vector Laboratories, BA-1000; Burlingame, CA), biotinylated goat anti-hamster (Invitrogen, 31750), biotinylated goat anti-rat (Vector Laboratories, BA-9401) IgG (H + L) secondary antibodies or, for immunofluorescent staining, Alexa Fluor 488-conjugated goat anti-rabbit (Invitrogen, A11034) and Alexa Fluor 555 goat anti-rat (Invitrogen, A21434) with a DAPI counterstain. Regions of positive staining were quantified using ImageJ [26].

### Flow cytometry

Cells were stained with extracellular antibodies prior to fixation in 4% neutral-buffered formalin and permeabilisation. Fluorochrome-conjugated antibodies against CD4, CD8, CD11b, Ly6C, Ly6G, PD-1 and PD-L1 were used for extracellular staining. Intracellular staining was performed with antibodies against Gzmb, IFN-γ, pSTAT1 Y701 (Biolegend) and TRIM24 (AbClonal; Woburn MA). Mouse IgG1κ and Rat IgG1κ were used as isotype controls for Gzmb and IFN-γ, respectively. TRIM24 primary antibodies were further incubated with goat anti-rabbit FITC-conjugated secondary antibodies (BD Biosciences; San Jose, CA) prior to acquisition. Other samples were treated with propidium iodide (PI) and FITC-conjugated Annexin V for 15 min for apoptosis analysis. Samples were analysed using a FACS Celesta flow cytometer (BD Biosciences; San Jose, CA). Analysis was performed using the FlowJo software (FlowJo; Ashland, OR).

### Reverse transcription quantitative polymerase chain reaction (RT-qPCR)

RNA from cell lines was isolated using acid/chloroform/guanidinium thiocyanate/phenol extraction. Tongue samples were homogenised using a Bead Mill (VWR; Radnor, PA) before RNA extraction with DirectZol RNA miniprep (Zymo Research; Irvine, CA). cDNA was prepared from extracted RNA using a High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems). RT-qPCR was performed on a CFX384 Real-Time PCR system (BioRad; Hercules, CA) using SYBR Green Master Mix (Thermo Fisher; Waltham, MA). Sequences of primers for *Bactin*, *Bcl2*, *Casp8*, *Cxcl9*, *Gapdh*, *Gzmb*, *Ifng*, *Ki67*, *Mcm3*, *Pd1* and *Pdl1* were generated using PrimerBank (https://pga.mgh.harvard.edu/primerbank/).

### Statistics

Analysis was performed in a blinded fashion. Statistical analyses were performed using GraphPad Prism v9.0 (GraphPad Software; San Diego, CA). Analysis of variance or Student’s *t* test (two-sided) was used to determine statistically significant differences between groups.

## Results

### STAT1 promotes expression of PD-L1 and proliferative biomarkers in HNSCC cells

To explore the role of STAT1 in HNSCC, we performed siRNA mediated knockdown of *Stat1* expression in the human HNSCC cells. We used the CAL27 and UM-SCC22A cell lines because they are HPV negative HNSCC cells that express PD-L1 and STAT1. We first confirmed downregulation of *Stat1* mRNA transcripts and total STAT1 protein in both cell lines using RT-qPCR and western blot (Fig. 1a, b). Further, in CAL27 cells, *STAT1* siRNA knockdown decreased STAT1 phosphorylation compared to scrambled RNA treated cells. We did not observe any differences in STAT1 phosphorylation between *STAT1* siRNA and scrambled RNA treated UM-SCC22A cells (Fig. 1a, b**)**. Next, we determined the effects of STAT1 knockdown on immune suppression, apoptosis and biomarkers of cell proliferation. We first examined the effects of *Stat1* silencing on HNSCC cell PD-L1 expression by flow cytometry. We observed that PD-L1 surface expression was significantly downregulated following *Stat1* knockdown in both cell lines, indicating an essential role for STAT1 in promoting PD-L1 surface expression on HNSCC cells (Fig. 1c, e). Notably, despite the low constitutive expression of PD-L1 by UM-SCC22A cells, STAT1 knockdown eliminated the expression of this immunosuppressive receptor on this HNSCC cell line (Fig. 1e). Our data demonstrate that STAT1 promotes PD-L1 expression on HPV negative HNSCC cells in vitro. We further characterised the relationship between STAT1 and PD-L1 expression using the publicly available cancer genome atlas (TCGA) database of HNSCC patients. We observed a striking positive correlation between STAT1 and PDL1 in tumours of HNSCC patients (Fig. 1g), further supporting our hypothesis of PD-L1 regulation by STAT1 in HNSCC.

**Fig. 1:**
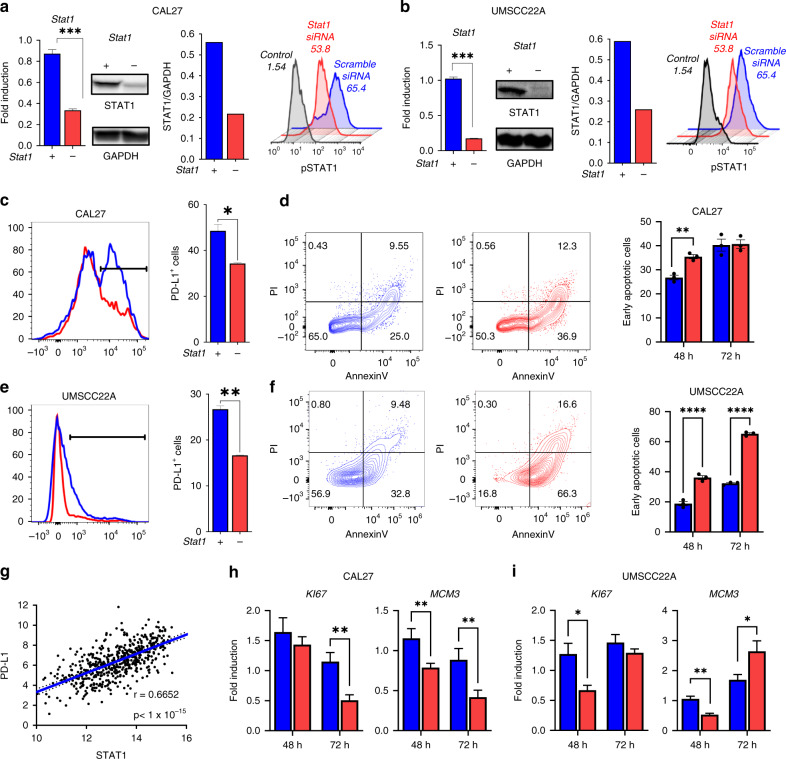
STAT1 promotes expression of PD-L1 and proliferative biomarkers in HNSCC cells. **a**, **b** Gene expression of *Stat1* determined by RT-qPCR, STAT1 and GAPDH protein levels, determined by western blot, and phospho STAT1 (pSTAT1) protein levels after IFNγ stimulation determined by flow cytometry, in *Stat1* siRNA and *scrambled RNA* treated **a** CAL27 and **b** UM-SCC22A cells. STAT1 and GAPDH protein levels were detected after 72 h of siRNA treatment, and western blot band intensity of STAT1:GAPDH were calculated in scramble and *Stat1* siRNA-treated cells. Numbers in histogram plots represent percentage of phospho STAT1 positive cells. Controls are unstimulated cells. **c**, **e** PD-L1 expression by **c** CAL27 and **e** UM-SCC22A cells after 72 h of siRNA treatment, determined by flow cytometry. **d**, **f** Flow gating and frequencies of AnnexinV^+^PI^−^ populations among **d** CAL27 and **f** UM-SCC22A cells after 72 h of siRNA treatment. **h**, **i** Gene expression of *Ki67* and *Mcm3*, determined by RT-qPCR in **h** CAL27 and **i** UM-SCC22A cells after 48 or 72 h siRNA treatment. Data are presented as mean +/− SEM. *p value <0.05; **p value <0.01; ***p value <0.001, ****p value <0.0001 between groups.

To examine the effects of STAT1 on apoptosis, we utilised Annexin-V/PI staining on cell populations 48 and 72 h following STAT1 siRNA knockdown. We observed a significantly higher percentage of early apoptotic Annexin-V^+^I^−^ cells in STAT1-deficient compared to STAT1-sufficient CAL27 and UM-SCC22A cell lines (Fig. 1d, f). Finally, we examined the effects of STAT1 on biomarkers of cell proliferation (*Ki67* and *Mcm3)* by RT-qPCR [30]. We observed decreased expression of both markers following STAT1 knockdown in CAL27 **(**Fig. 1h). In UM-SCC22A, we observed a similar downregulation of these proliferation markers at 48 h following STAT1 inhibition (Fig. 1i). Taken together, these data indicate that STAT1 expression by HNSCC cells promotes PDL1 expression, increases proliferative potential, and inhibits apoptosis, thereby enhancing the tumorigenicity of HNSCC cells.

### Global STAT1 deficiency in a 4NQO model of HNSCC results in increased incidence of carcinogenesis

Previous work from our group demonstrated that in STAT1-sufficient murine HNSCC cells orthotopically injected into *Stat1*^+/+^ and *Stat1*^*−/−*^ mice, tumour growth is significantly enhanced when *Stat1* is deleted in host tissue [12]. Therefore, to determine the impact of tumour-derived STAT1 on HNSCC tumour development in vivo, we used the oral carcinogen 4NQO to induce oral carcinogenesis in both *Stat1*^+/+^ and *Stat1*^*−/−*^ mice (Fig. 2a). We chose this model because it recapitulates the initiation, promotion and progression stages of carcinogenesis in clinical cases of non-HPV associated HNSCC. First, we observed increased mortality in carcinogen induced *Stat1*^*−/−*^ compared to *Stat1*^*+/+*^ mice (Fig. 2b). At terminal sacrifice, we also noted higher incidence and multiplicity of both lesions and tumours in *Stat1*^−/−^ mice (Fig. 2c–e). Our findings were confirmed by H&E staining of the carcinogen-induced tongue tissue (Fig. 2f). To determine whether global STAT1 deficiency affects proliferation and apoptosis of tumour cells in vivo, we measured Ki-67 and caspase 3 expression in tumours by RT-qPCR and immunohistochemistry. We also measured Aurka and Bcl2 gene expression levels. Overall, proliferative and apoptotic markers were not affected by STAT1 deficiency in vivo (Fig. 2g–i). Taken together, our results indicate that despite the pro-tumorigenic properties of STAT1 in HNSCC tumour cells, global STAT1 deficiency results in higher tumour burdens in the carcinogen-induced model of HNSCC carcinogenesis. Although these results mimic our observations in the orthotopic model, the difference in tumour development between *Stat1*^+/+^ and *Stat1*^*−/−*^ mice in the 4NQO model was not as high as in the orthotopic model. These results demonstrate that, although STAT1 expression by immune cells is essential for an anti-tumour response, STAT1 expression by tumour cells might influence tumour development to a lesser extent than in immune cells, but in a manner that suggests a tumour promoting role in vivo.

**Fig. 2:**
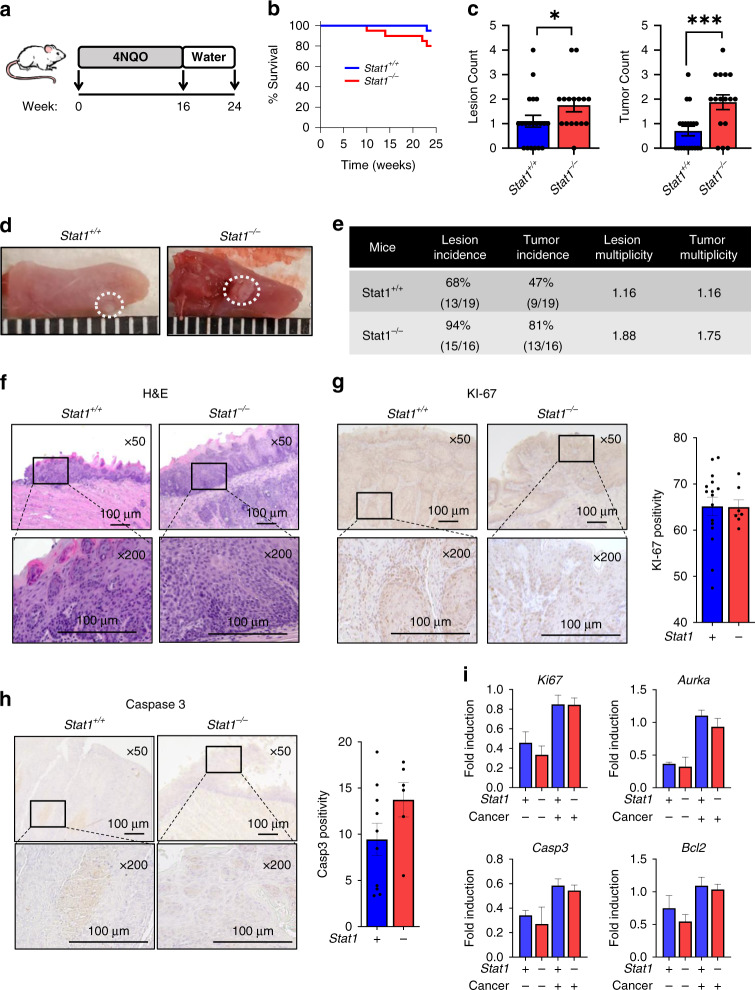
Global STAT1 deficiency in a 4NQO model of HNSCC results in increased incidence of carcinogenesis. **a** 4NQO model of carcinogen induced oral carcinogenesis showing time period of 4NQO administration and terminal sacrifice. **b** Kaplan–Meier curve depicting survival of 4NQO-treated *Stat1*^*+/+*^ and *Stat1*^*−/−*^ mice through the duration of the experiment. **c** Counts of lesions and tumours on the tongues of *Stat1*^*+/+*^ and *Stat1*^*−/−*^ 4NQO-treated mice determined at terminal sacrifice. **d** Representative images of mouse tongues containing tumours from 4NQO-treated *Stat1*^*+/+*^ and *Stat1*^*−/−*^ at terminal sacrifice. **e** Tabular illustration of the incidence and multiplicity of lesions and tumours in experimental mice. **f** Representative H&E-stained images of dysplastic lesions in tongues from *Stat1*^*+/+*^ and *Stat1*^*−/−*^ mice. **g**, **h** Representative immunohistochemistry images of oral lesions in tongues of *Stat1*^*+/+*^ and *Stat1*^*−/−*^ mice stained with **g** KI-67 and **h** cleaved caspase 3. Bar graphs depict regions of positive staining from 10 representative fields each for *n* = 6 or 8 mice per group. **i** Fold induction of *Ki67*, *Aurka*, *Casp3* and *Bcl2* transcripts in the tongues of control and carcinogen-induced *Stat1*^*+/+*^ and *Stat1*^*−/−*^ mice determined by RT-qPCR (*n* = 10 cancer-induced mice per group). Data are presented as mean +/− SEM. *p value <0.05; ***p value <0.005 between groups.

### STAT1 promotes PD-1/PD-L1 expression in the tumour microenvironment during HNSCC

Given the observed role for STAT1 in PD-L1 expression by HNSCC cells in vitro, we next explored the impact of STAT1 on PD-1 and PD-L1 expression in the tumour microenvironment during HNSCC carcinogenesis in vivo. We observed significantly reduced gene expression and cell protein expression of Pd1 at the tongue tissues of carcinogen induced *Stat1*^*−/−*^ mice, indicating decreased PD-1 immune checkpoint activity (Fig. 3a). We had previously observed that PD-1 was strongly induced in T-lymphocytes of tumour-bearing *Stat1*^*−/−*^ mice orthotopically injected with *Stat1* competent aggressive HNSCC [12]. Therefore, we examined PD-1 expression in T lymphocytes of carcinogen-induced *Stat1*^*+/+*^ and *Stat1*^−/−^ mice. In contrast with *Stat1*^*−/−*^ orthotopic tumour-bearing mice, PD-1 expression was reduced in CD8^+^ T cells in the tumours, lymph nodes and spleens of carcinogen-induced *Stat1*^*−/−*^ mice compared to *Stat1*^*+/+*^ mice (Fig. 3b, d). PD-1 expression in CD4^+^T cells was reduced in spleens, but not tumours and draining lymph nodes of carcinogen-induced *Stat1*^*−/−*^ mice compared to *Stat1*^*+/+*^ mice (Fig. 3c, e). Combined with previous studies, these data suggest that during HNSCC, induction of PD-1 expression on T cells is partly dependent on STAT1 expression by tumour cells.

**Fig. 3:**
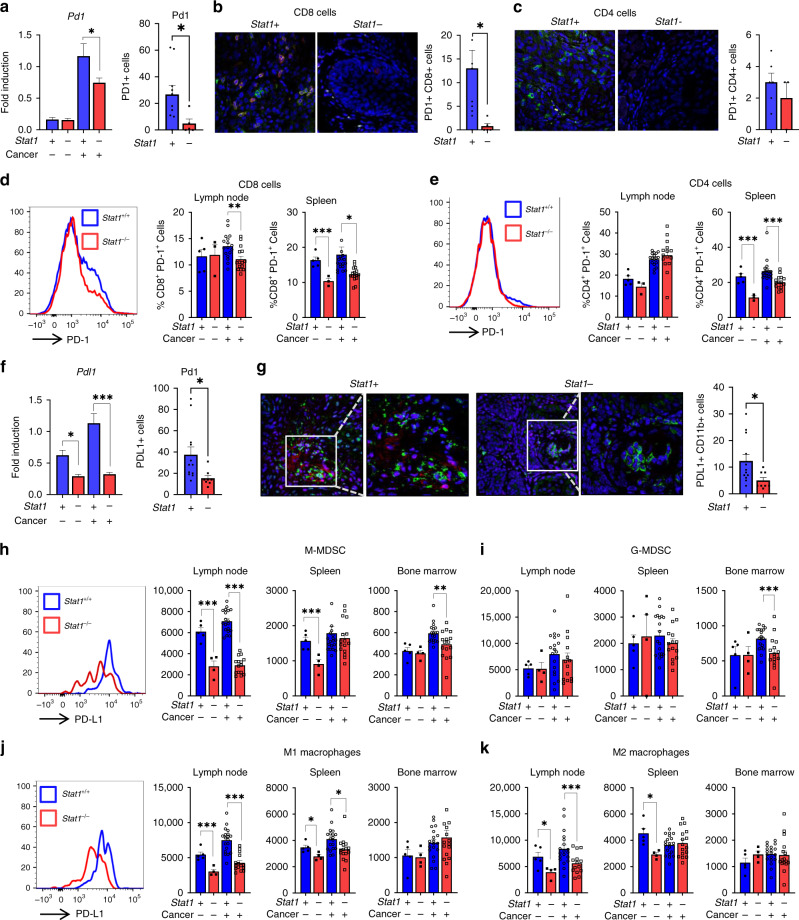
STAT1 promotes PD-1/PD-L1 expression in the tumour microenvironment during HNSCC. **a** Gene and protein expression of Pd1 in the tongues of experimental mice determined by RT-qPCR and immunofluorescence microscopy. **b**, **c** Representative immunofluorescence staining of **b** PD1 (green), CD8 (red) and **c** PD1 (green), CD4 (red) in tongue tumours of carcinogen-induced *Stat1*^*+/+*^ and *Stat1*^*−/−*^ mice. Bar graphs depict average numbers of PD1+CD8+ and PD1+CD4+ cells obtained from 10 representative fields each for *n* = 6 or 8 mice per group **d**, **e** PD-1 surface expression by **d** CD8+ cells and **e** CD4+ cells from the lymph nodes and spleens of experimental mice. Graph shows average percentage of PD1+CD8+ and PD1+CD4+ cells (*n* = 15 or 17 cancer induced mice per group). **f** Gene and protein expression of Pdl1 in the tongues of experimental mice determined by RT-qPCR and immunofluorescence microscopy. **g** Representative immunofluorescence staining of PDL1 (green) and CD11b (red) in tongue tumours of carcinogen-induced *Stat1*^*+/+*^ and *Stat1*^*−/−*^ mice. Bar graph depicts average numbers of PDL1+CD11b+ cells obtained from 10 representative fields each for *n* = 6 or 8 mice per group **h**, **i** Comparative histograms of PD-L1 surface expression by **h** M-MDSCs and **j** M12 macrophages in carcinogen-induced *Stat1*^*+/+*^ and *Stat1*^*−/−*^ mice. Graphs show mean fluorescence intensities (MFI) of PD-L1 surface expression by **h** M-MDSCs, **i** G-MDSCs, **j** M1 macrophages and **k** M2 macrophages in lymph nodes, spleens and bone marrow of experimental mice (*n* = 15 or 17 cancer-induced mice per group). Data are presented as mean +/− SEM. *p value <0.05; **p value <0.01; ***p value <0.001 between groups.

*Pdl1* gene expression was similarly reduced in tongue tissues of carcinogen induced *Stat1*^*−/−*^ mice (Fig. 3f). Because PD-L1 expression is induced in myeloid cells during HNSCC, we analysed the role of STAT1 in PD-L1 expression by CD11b^+^ myeloid populations including Ly6C^int^ Ly6G^+^ cells, Ly6C^hi^ Ly6G^−^ cells, classical M1 macrophages (Ly6C^−^F4/80^+^CD206^−^), and alternatively activated M2 macrophages (Ly6C^−^F4/80^+^CD206^+^) from the lymph nodes, spleens, and bone marrow of carcinogen induced *Stat1*^*−/−*^ and *Stat1*^*+/+*^ mice. PD-L1 expression was reduced among CD11b+ cells in the tumours of *Stat1*^*−/−*^ mice (Fig. 3g). Ly6C^hi^ Ly6G^−^ cells, M1, and M2 macrophages from the draining lymph nodes of *Stat1*^*−/−*^ mice demonstrated lower PD-L1 expression compared to *Stat1*^*+/+*^ mice (Fig. 3h–k). In the spleen, we observed a decrease in PD-L1 among M1 macrophages in *Stat1*^*−/−*^ mice, although we did not observe any differences among other immunosuppressive myeloid populations (Fig. 3j). Examination of myeloid cells in the bone marrow showed diminished PD-L1 expression by Ly6C^int^ Ly6G^+^ and Ly6C^hi^ Ly6G^−^ cells (Fig. 3h, i). Taken together, our findings suggest that tumour-derived STAT1 is required for PD-1/PD-L1 immune checkpoint expression and immune suppression during experimental HNSCC in vivo.

### STAT1 is required for anti-tumour function by T-lymphocytes during HNSCC carcinogenesis

Despite the increased PD-1/PD-L1 expression observed in carcinogen induced *Stat1* competent mice, tumour development was still lower than in *Stat1*^*−/−*^ mice. Therefore, we next examined potential STAT1 mediated anti-tumour mechanisms. Specifically, we measured IFN-γ, GranzymeB, and CXCL9 [31, 32], markers known to be regulated by STAT1 and are associated with T cell anti-tumour activity, effector responses and chemotaxis of anti-tumour effector T cells. At the primary tumour site, we found that *Gzmb, Ifng*, and *Cxcl9* transcripts were significantly reduced in carcinogen-induced *Stat1*^*−/−*^ compared to *Stat1*^*+/+*^ mice (Fig. 4a). ELISA analysis of tongue lysates and immunohistochemical staining of tongue lesion sites further corroborated the decreased IFN-γ, GranzymeB and Cxcl9 protein expression in *Stat1*^*−/−*^ mice (Fig. 4b–d). Given the decreased anti-tumour activity in the STAT1-deficient tumour microenvironment, we analysed T-cell populations of the oral draining lymph nodes and spleens of experimental mice. At the lymph nodes, Gzmb expression by CD4^+^ and CD8^+^ lymphocytes were decreased in *Stat1*^*−/−*^ mice (Fig. 4e–g). IFN-γ production was decreased in splenic CD8^+^ T cells and NK cells of the lymph nodes and spleen of carcinogen-induced *Stat1*^*−/−*^ mice compared to carcinogen-induced *Stat1*^*+/+*^ mice (Fig. 4h–j and Supplementary Fig. 1). These results demonstrate the importance of STAT1 in maintaining an effective anti-tumour immune response and immunosurveillance during HNSCC, and explain potential mechanisms underlying the increased tumour burden observed in *Stat1*^*−/−*^ mice compared to their *Stat1*^*+/+*^ counterparts.

**Fig. 4:**
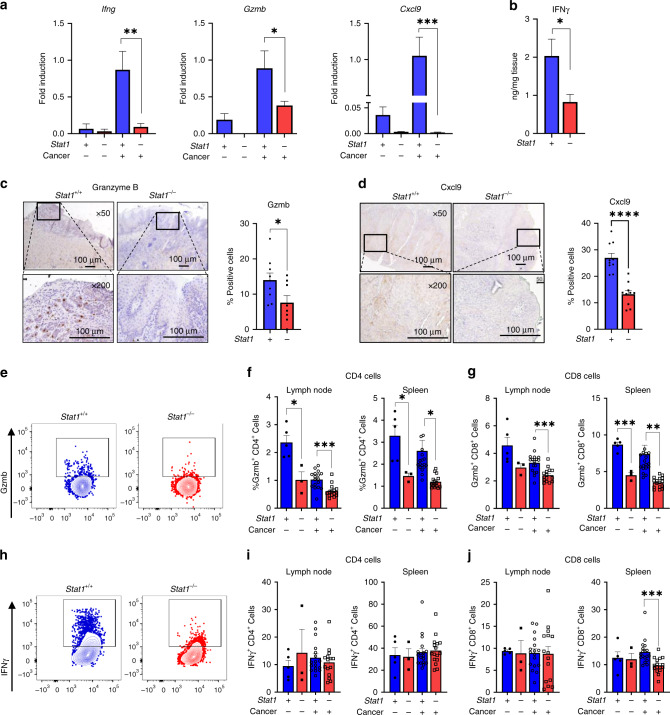
STAT1 is required for anti-tumour function by T-lymphocytes during HNSCC carcinogenesis. **a** Fold induction of *Ifng*, *Gzmb* and *Cxcl9* transcripts in the tongues of experimental mice determined by RT-qPCR. **b** IFNγ protein expression in tongue lysates of carcinogen-induced *Stat1*^*+/+*^ and *Stat1*^*−/−*^ mice as determined by ELISA. **c**, **d** Representative immunohistochemistry images of oral tumours in tongues of *Stat1*^*+/+*^ and *Stat1*^*−/−*^ mice stained with **c** Gzmb and **d** Cxcl9. Bar graphs depict regions of positive staining from 10 representative fields each for *n* = 6 or 8 mice per group. **e**–**j** Representative dot plots of **e** Gzmb and **h** IFNγ in CD4+ T cells in draining lymph nodes of carcinogen-induced *Stat1*^*+/+*^ and *Stat1*^*−/−*^ mice as determined by intracellular flow cytometry. Graphs depict average percentage of **f** Gzmb+ CD4+, (G) Gzmb+ CD4+, **i** IFN-γ+CD4+, and **j** IFN-γ+CD8+ T cells in draining lymph nodes and spleens of cancer induced and control *Stat1*^*+/+*^ and *Stat1*^*−/−*^ mice (*n* = 15 or 17 cancer-induced mice per group). Data are presented as mean +/− SEM. *p value <0.05; **p value <0.01; ***p value <0.001 between groups; ****p value <0.0001.

### TRIM24 is selectively expressed in HNSCC cells and negatively regulates STAT1

We next investigated potential STAT1 modulators that could selectively impact STAT1 signalling in HNSCC cells. TRIM24 has previously been shown to be over expressed in advanced HNSCC and is associated with HNSCC metastasis [19]. Pathway analysis of RNA sequencing data from tumours from *Stat1*^*+/+*^ and *Stat1*^*−/−*^ mice orthotopically injected with LY2 HNSCC cells also identified TRIM24 as the top predicted negative transcriptional regulator of STAT1 during HNSCC in our data set (*z* score –5.804, *p* value 1.32 × 10^−16^) (Fig. 5a, b). 

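RNA was sequenced from oral tumours grown from LY2 cells, a mouse HNSCC line, after orthotopic injection into Stat1+/+ mice (n = 4 tumours) and Stat1-/- mice (n = 4 tumours). The table deposited by the authors holds raw read counts for 35275 genes, and the submitters' notes name STAR and the mouse genome GRCm38 (mm10). The read counter, the strand setting and the annotation release are not stated, so reads of overlapping or antisense genes cannot be told apart. Total counts ranged from 20753129 to 24616824 in the libraries labelled Stat1+/+ (median 21930128) and from 20447806 to 24414173 in those labelled Stat1-/- (median 20963547.5). Counts were scaled by TMM, and the 16050 genes that passed edgeR's filter on low counts were tested with its quasi-likelihood test and Benjamini-Hochberg adjustment. Stat1, the gene disrupted in the hosts, was examined first in every tumour. It was between 110 and 139.4 CPM (counts scaled to library size by TMM) in tumours ST1, ST2 and ST3, labelled Stat1+/+, and between 6.84 and 10.2 CPM in the 4 tumours labelled Stat1-/-. In ST7, the fourth tumour labelled Stat1+/+, it was at 15.6 CPM, nearer to the Stat1-/- tumours than to ST1, ST2 and ST3. The groups are therefore named by their labels throughout, and some values are also given without ST7. Because ST7 was singled out by its low Stat1, results without it are no separate support. By RT-qPCR, the paper found Ifng, Gzmb and Cxcl9 lower in tongues of carcinogen-induced Stat1-/- mice (Fig. 4a), which does not settle the label of ST7. The paper names no reporter or cassette in the Stat1-/- allele, and it describes the HNSCC cells of its orthotopic model as STAT1-sufficient, so Stat1 transcripts need not be absent from Stat1-/- tumours. Across the tested genes, which are not independent replicates, Spearman's rho of ST7 was 0.902 to 0.929 with ST1, ST2 and ST3 and 0.801 to 0.821 with the Stat1-/- tumours. ST1, ST2 and ST3 had a rho of 0.987 to 0.992 with one another and of 0.873 to 0.925 with the Stat1-/- tumours, so ST7 stood apart from both sets.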

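Genes that interferons induce through STAT1 were lower in the tumours labelled Stat1-/-, together with genes of MHC class I presentation and T cell markers. Of 55 tested interferon-stimulated genes, listed before the data were examined, 38 fell, 1 rose and 16 did not pass the test (38 fell when adjusted over the list alone). Of 30 interferon-gamma-induced genes, 22 fell, 1 rose and 7 did not pass (22 fell when adjusted over the list alone). Of 19 genes of MHC class I presentation, 16 fell and none rose (17 fell when adjusted over the list alone). Of 17 T cell markers, 14 fell and none rose (15 fell when adjusted over the list alone). Among the interferon-stimulated genes, Ifi27l2a had a log2 fold change of -4.79 (standard error 0.46, adjusted p = 0.000167 from edgeR's quasi-likelihood test) and Cmpk2, a mitochondrial nucleotide kinase, one of -4.96. Phf11d had a log2 fold change of -4.59 and Ifih1, a cytosolic sensor of viral RNA, one of -2.57. Ifitm1, the member that rose, had a log2 fold change of 1.31 and was named after its value was seen. Among the interferon-gamma-induced genes, Socs1, a feedback inhibitor of JAK signalling, was at 28.5 ± 12.3 CPM (SD, n = 4) in tumours labelled Stat1+/+ and 4.84 ± 0.475 CPM (SD, n = 4) in tumours labelled Stat1-/-. Gbp4, an interferon-inducible GTPase, was at 342 ± 225 CPM against 3.81 ± 1.92 CPM (SD, n = 4 each). Nos2, the inducible nitric oxide synthase, was the member that rose, with a log2 fold change of 2.64, and was likewise named after its value was seen. Of the MHC class I genes, H2-Q7 had a log2 fold change of -5.42, H2-Q6 one of -4.25, H2-T22 one of -2.58 and H2-D1 one of -2.10. These are similar copies, counted in BALB/c mice against a reference of another strain, so their separate values are uncertain. Among the T cell markers, Cd247, a chain of the T cell receptor complex, fell by 3.04 on the log2 scale and the T cell co-stimulatory receptor Cd28 fell by 3.31. In ST7, labelled Stat1+/+, the mean log2 CPM of the interferon-stimulated genes was 2.51, against 5.67 to 5.98 in ST1, ST2 and ST3 and 2.71 to 3.30 in the Stat1-/- tumours. Its T cell markers had a mean log2 CPM of 0.40, against 2.77 to 2.86 in ST1, ST2 and ST3 and -0.19 to 0.43 in the Stat1-/- tumours. Skeletal muscle markers moved with the labels too, with a mean log2 CPM of 8.63 to 9.47 in tumours labelled Stat1+/+ and 5.89 to 6.57 in those labelled Stat1-/-. By limma's camera test, which compares a list with the other genes, the interferon-stimulated genes were shifted down (adjusted p = 0.00224, and adjusted p = 0.759 with an estimated correlation). The interferon-gamma-induced genes were also shifted down by camera (adjusted p = 0.0329, and adjusted p = 0.794 with an estimated correlation), as were the MHC class I genes (adjusted p = 0.00156, and adjusted p = 0.686 with an estimated correlation). limma's fry test, which asks another question, whether a list changed at all rather than more than the other genes, did not pass these 3 lists (adjusted p = 0.336 for the interferon-stimulated, 0.482 for the interferon-gamma-induced and 0.121 for the MHC class I genes), and the exact permutation test on list means gave p = 0.143, 0.143 and 0.0571. The call for the interferon-gamma-induced list ended when any of ST1, ST2, ST3, ST4, ST6 or ST8 was left out. Without ST7, the camera adjusted p with the preset correlation was 1.63e-18 for the interferon-stimulated, 3.63e-14 for the interferon-gamma-induced and 3.83e-11 for the MHC class I genes. ST7 stood out by its low values for these same lists, so fits without it are no separate evidence for them. No estimated correlation is given for that fit. The T cell markers gave a camera adjusted p of 0.000921 (adjusted p = 0.637 with an estimated correlation), a fry adjusted p of 0.0379 and p = 0.0571 by the permutation test. Without ST7, 52 of the interferon-stimulated genes, 27 of the interferon-gamma-induced genes, 19 of the MHC class I genes and 17 of the T cell markers fell. With all 8 tumours, limma-voom called 12 interferon-stimulated and 4 interferon-gamma-induced genes lower, and with the muscle score as a covariate, which follows the labels closely, edgeR called 0 genes of these lists. From its pathway analysis of these RNA sequencing data, the paper identified TRIM24 as the top predicted negative transcriptional regulator of STAT1 (Fig. 5a, b). That prediction draws on the Ingenuity knowledge base, which is not part of the deposited data, so no z score was computed here.

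**Figure D1:**
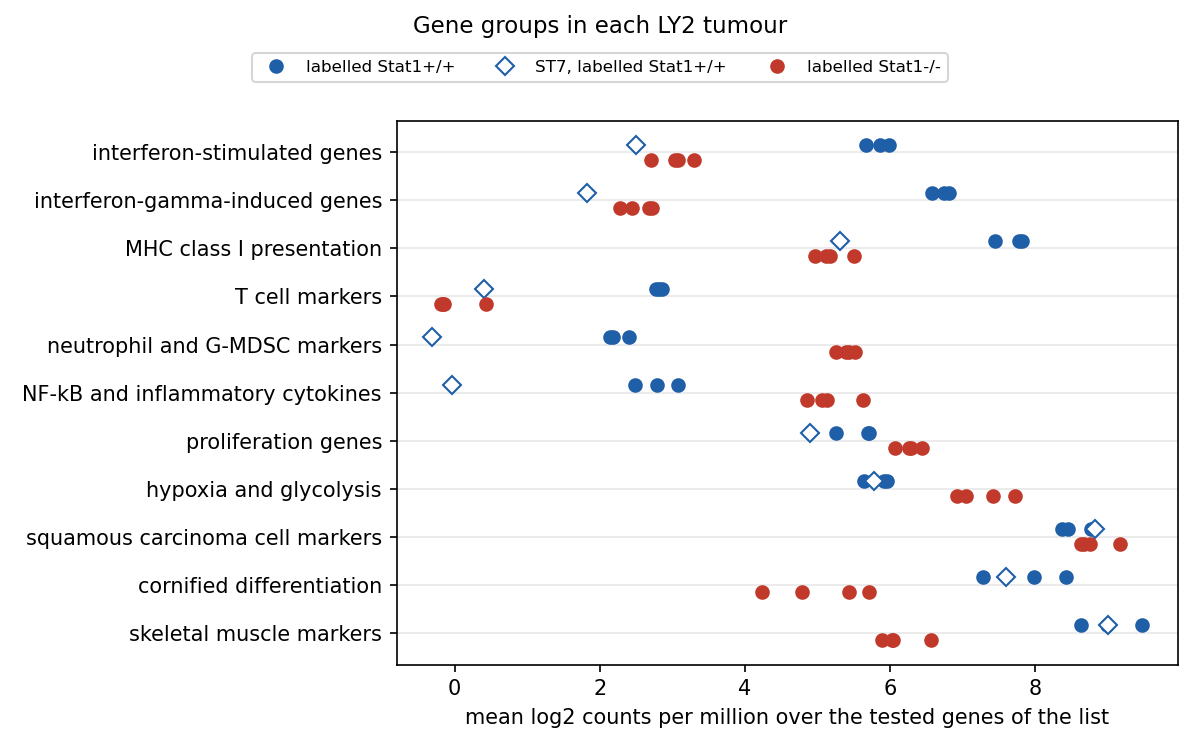
Mean log2 CPM over the tested genes of each list (x axis), with 1 point per tumour. Blue points are tumours labelled Stat1+/+, the open diamond is ST7, also labelled Stat1+/+, and red points are tumours labelled Stat1-/-. For interferon-stimulated genes, ST7 lies at 2.51, below ST1, ST2 and ST3 at 5.67 to 5.98.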

Mutational analysis of these orthotopically injected tumours in *Stat1*^*+/+*^ and *Stat1*^*−/−*^ mice from sequencing data are shown in Supplementary Fig. 2. Analysis of 519 HNSCC patients from the cancer genome atlas (TCGA) did not show a real inverse correlation between TRIM24 and STAT1 expression (*r* = −0.1764, *p* = 7.05 × 10^−5^) (Fig. 5c). However, in *STAT1*-knockdown CAL27 HNSCC cells, gene and protein expression of *TRIM24* is slightly, but significantly increased (Fig. 5d, e). 

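Trim24, which encodes a nuclear receptor cofactor of the TIF1 family, was slightly higher in the tumours labelled Stat1-/-. It was at 30.7 ± 0.527 CPM (SD, n = 4) in tumours labelled Stat1+/+ and 41.9 ± 4.54 CPM (SD, n = 4) in tumours labelled Stat1-/-, a 1.36-fold difference. In the authors' FPKM values, it was at 7.93 ± 0.479 (SD, n = 4) and 9.91 ± 0.950 (SD, n = 4), which is 1.25 ± 0.12 (SD) times the mean of the tumours labelled Stat1+/+. The gene lies on chromosome 6 of GRCm38 from 37870811 to 37966296. Its log2 fold change was 0.45 (standard error 0.092, adjusted p = 0.00382 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and every tumour labelled Stat1-/- was above every tumour labelled Stat1+/+ (two-sided exact permutation test, p = 0.0286, the smallest p that 4 tumours against 4 allow). All 4 tested members of the TIF1 family rose, also when adjusted over the list alone (4 of 4), a list that holds Trim24 itself. Trim33 had a log2 fold change of 1.01, Trim28, the corepressor of KRAB zinc finger proteins, one of 0.35 and Trim66, at under 1 CPM in the mean of both groups, one of 1.74. When scaled by library totals alone, the log2 fold change of Trim28 was 0.22 and did not pass edgeR's test. The family was shifted up by limma's camera test (adjusted p = 0.0329, and adjusted p = 0.637 with an estimated correlation). In ST7, labelled Stat1+/+, Trim24 was at 30.9 CPM, within the 30.2 to 31.4 CPM of ST1, ST2 and ST3 (log2 fold change 0.42 without ST7), while its T cell marker mean lay 2.37 log2 units below the lowest of ST1, ST2 and ST3. Cd5, a surface receptor of T cells, was at 9.13 ± 0.443 CPM (SD, n = 4) in tumours labelled Stat1+/+ and 3.90 ± 0.232 CPM (SD, n = 4) in tumours labelled Stat1-/-, and Trbc2, a constant segment of the T cell receptor, was at 12.4 ± 1.02 and 2.40 ± 1.18 CPM. Unlike the marker mean, both lay near ST1, ST2 and ST3 in ST7, Cd5 at 8.75 CPM against 8.78 to 9.65 CPM and Trbc2 at 10.9 CPM against 12.6 to 13.3 CPM. Both were named by their small p-values, which favours markers where ST7 lay near the other tumours of its label. Over 17 T cell markers, the median position of ST7 was 0.24 (quartiles -0.19 to 0.48). Here 0 is the Stat1-/- mean and 1 the mean of ST1, ST2 and ST3. Each library holds RNA of the whole tumour, so the values do not separate HNSCC cells from T cells. Nor do they separate Trim24 per cell from the share of injected cells in each tumour, which was not measured. With the muscle score as a covariate, the log2 fold change of Trim24 was 0.19 (standard error 0.52) and did not pass edgeR's test.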

Interestingly, in our orthotopic HNSCC model, we found that TRIM24 expression is high in HNSCC cells but not in tumour-infiltrating T lymphocytes (Fig. 5f, g), suggesting the potential of targeting TRIM24 to modulate STAT1 signalling specifically in HNSCC cells but not T cells. Therefore, we investigated the effects of TRIM24 in human HNSCC cells using *TRIM24* specific siRNA knockdown. We first verified knockdown of TRIM24 gene and protein expression by RT-qPCR and Western blot (Fig. 5h, i). Next, we determined the effect of TRIM24 on STAT1 expression, and we observed a marked increase in *STAT1* transcripts (Fig. 5h), total STAT1 and phosphorylated STAT1 protein (Fig. 5i and Supplementary Fig. 3). These data strongly implicate TRIM24 as a negative regulator of STAT1 production and activity in HNSCC cells. These results were further corroborated in UMSCC22A cells, although p-STAT1 protein expression was unchanged in TRIM24 knockdown cells (Fig. 5j, k).

**Fig. 5:**
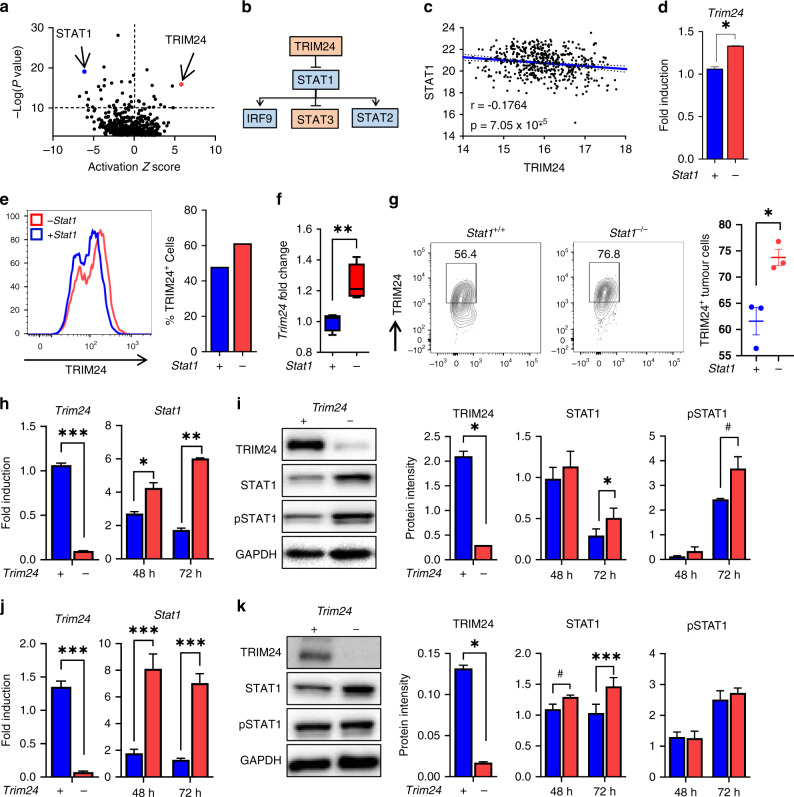
TRIM24 is selectively expressed in HNSCC cells and negatively regulates STAT1. **a** Volcano plot showing top 100 upstream regulators based on Ingenuity pathway analysis of RNA sequencing data from oral tumour bearing *Stat1*^*+/+*^ and *Stat1*^*−/−*^ mice (*n* = 4 per group). **b** Predicted mechanistic network analysis showing transcriptional targets of TRIM24 based on Ingenuity pathway analysis of RNA sequencing data from oral tumour-bearing *Stat1*^*+/+*^ and *Stat1*^*−/−*^ mice. Genes in red are upregulated and blue are downregulated in the RNA sequencing data set. **c** Correlation of TRIM24 expression levels with STAT1 expression in tumours from HNSCC patients samples acquired from The Cancer Genome Atlas. Significance determined by Pearson correlation coefficient. **d** Gene expression of *Trim24* determined by RT-qPCR in CAL27 cells treated with scramble or *Stat1* siRNA for 72 h. **e** TRIM24 protein expression by CAL27 cells treated with scramble or *Stat1* siRNA for 72 h, determined by flow cytometry. **f** Gene expression of TRIM24 in tumours of HNSCC tumour-bearing mice orthotopically injected with the LY2 cell line. **g** TRIM24 protein expression, determined by flow cytometry, in HNSCC cells of mice orthotopically injected with the LY2 cell line. **h**, **j** Gene expression of *Trim24* and *Stat1* determined by RT-qPCR in (H) CAL27 and (J) UMSCC22A cells treated with scramble or *Trim24* siRNA for 48 or 72 h. **i**, **k** Protein expression of TRIM24, STAT1, pSTAT1 and GAPDH, determined by western blot, in **i** CAL27 and **k** UMSCC22A cells accompanied by the protein band intensities relative to GAPDH in scramble and *Trim24* siRNA-treated cells after 48 and 72 h (*n* = 3 samples per group). Data are presented as mean +/− SEM. ^#^*p* value <0.1, *p value <0.05; **p value <0.01; ***p value <0.001 between groups.

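The tumours labelled Stat1-/- held more transcripts of neutrophil, inflammatory, proliferation and glycolysis genes, and fewer of muscle and cornified epithelium, than those labelled Stat1+/+. Of 16 neutrophil and G-MDSC markers, 14 rose and none fell (15 rose when adjusted over the list alone, and 1 fell without ST7), and of 19 genes of NF-kB and inflammatory cytokines, 15 rose and none fell (15 rose when adjusted over the list alone). Of 26 proliferation genes, 21 rose and none fell (24 rose when adjusted over the list alone), and of 17 genes of hypoxia and glycolysis, 14 rose and 1 fell (14 rose when adjusted over the list alone). Of 18 skeletal muscle markers, 16 fell and none rose (16 fell when adjusted over the list alone), and of 18 cornified differentiation genes, 15 fell and none rose (16 fell when adjusted over the list alone). Of 22 squamous carcinoma cell markers, 4 rose, 2 fell and 16 did not pass the test (4 rose and none fell when adjusted over the list alone). Without ST3 or ST7, 7 squamous markers rose, and the calls of the 2 that fell ended without ST5 or ST6 (1 left without ST8). Cxcl2, a chemokine that attracts neutrophils, was at 0.908 ± 0.569 CPM (SD, n = 4) in tumours labelled Stat1+/+ and 79.3 ± 9.96 CPM (SD, n = 4) in those labelled Stat1-/-. This is a log2 fold change of 6.44 (standard error 0.54, adjusted p = 0.000108 from edgeR's quasi-likelihood test), the largest rise among the 10 genes named by size. Cxcl3, a related chemokine, had a log2 fold change of 4.84. S100a9 and Lcn2, which are abundant in neutrophils, had log2 fold changes of 5.25 and 5.01. In RNA of whole tumours, these values do not show which cells expressed the genes. The neutrophil collagenase Mmp8 had a log2 fold change of 4.47, and Stfa2l1, one of a family of similar stefin genes whose counts are uncertain, one of 6.90. Among the inflammatory genes, the chemokine Ccl20 and the cytokine Il1a each had a log2 fold change of 4.55. The replication factors Mcm7 and Pcna had log2 fold changes of 0.87 and 0.60, and the glucose transporter Slc2a1 one of 2.71. Aldoa, a glycolytic enzyme that is abundant in muscle, was the member of the hypoxia and glycolysis list that fell, by 0.52, and was named after its value was seen. Its call ended without any one of ST2, ST5, ST6, ST7 or ST8. Among genes with a mean log2 CPM of at least 1 and no overlap between the labels, the other largest rises were those of Tecta (6.14), Tex19.1 (5.68), the homeobox genes Rhox5 (5.24) and Hoxb7 (4.62), Speer3 (4.96), one of a family of similar genes, and Cdkn2a (4.58), which encodes the cell cycle inhibitor p16, all as log2 fold changes. Without ST3, the log2 fold changes were 7.43 for Tecta, 6.58 for Rhox5, 6.06 for Speer3, 5.71 for Hoxb7 and 5.81 for Cdkn2a. Within the same limits, the largest falls were those of the interferon-inducible GTPases Iigp1 (-10.08) and Tgtp2 (-7.66), of Krt13 (-8.18), a keratin of oral epithelium, of the muscle gene Dhrs7c (-7.39), of 5 hair keratin-associated genes and of Krt2 (-6.64), a keratin of the epidermis, as log2 fold changes. Outside these limits, Krt4 (-9.06), another keratin of oral epithelium, and Sprr3 (-8.09) fell as far, and both were named after their values were seen. In ST7, Krt4 was at 1.29 CPM, against 1025 to 3024 CPM in ST1, ST2 and ST3 and 1.08 to 5.40 CPM in the Stat1-/- tumours. Krt13 was at 11.0 CPM in ST7, against 945 to 2662 CPM and 3.79 to 5.75 CPM. Tgtp2 has a near-identical copy, so its own count is uncertain. The 5 hair keratin-associated genes, Krtap16-1, Krtap1-4, Krtap4-8, Krtap4-16 and Krtap4-7, are similar copies with log2 fold changes of -6.88 to -6.68. They were highest in ST7, labelled Stat1+/+, where Krtap16-1 was at 107 CPM against 3.47 to 9.19 CPM in ST1, ST2 and ST3, and without ST7 the log2 fold changes of the 5 were -4.80 to -4.73 and that of Krt2 was -5.80. Without ST6, the log2 fold change was -7.76 for Krtap1-4 and -7.35 for Krtap4-16. The 5 smallest p-values belonged to Errfi1, a feedback inhibitor of the EGF receptor (log2 fold change 2.34), Marcksl1 (1.85), Lynx1 (-2.73), Mex3a (2.31) and Tnfrsf10b, a receptor for the death ligand TRAIL (2.38). Of the muscle genes, Myl1, a myosin light chain, had a log2 fold change of -3.61 and Atp2a1, the calcium pump of fast muscle, one of -3.60. The squamous markers moved apart, with Itga6 (1.03) and Itgb4 (0.74), the integrin chains of hemidesmosomes, and the keratins Krt6b (1.55) and Krt16 (1.59) higher, and the desmosome genes Dsc3 (-1.55) and Perp (-0.82) lower. In ST7, the mean log2 CPM of the neutrophil markers was -0.31, against 2.15 to 2.40 in ST1, ST2 and ST3 and 5.26 to 5.51 in the tumours labelled Stat1-/-. By limma's camera test, the neutrophil (adjusted p = 1.28e-05), NF-kB (adjusted p = 6.76e-05), proliferation (adjusted p = 8.67e-06) and hypoxia lists (adjusted p = 7.18e-05) were shifted up, each with adjusted p = 0.637 with an estimated correlation. The muscle (camera adjusted p = 1.61e-08) and cornified lists (camera adjusted p = 0.00179) were shifted down, each again with adjusted p = 0.637 with an estimated correlation. For the squamous list, limma's camera test gave an adjusted p of 0.409. Over all genes, 4667 rose and 4675 fell at an adjusted p under 0.05 from edgeR, which is 58.2% of those tested. Scaling by library totals alone moved the median log2 fold change by -0.12 and called 3497 genes higher and 5424 lower, so that 39.2% of its calls were higher.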

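Stat1, Stat2 and Irf9, whose products form the transcription factor ISGF3 of the type I interferon response, were lower in the tumours labelled Stat1-/-, and Stat3 was higher. Stat1 (chromosome 1 of GRCm38, 52119440 to 52161865) was at 101 ± 58.2 CPM (SD, n = 4) in tumours labelled Stat1+/+ and 7.92 ± 1.56 CPM (SD, n = 4) in those labelled Stat1-/-. Stat2 (chromosome 10, 128270576 to 128292849) was at 145 ± 85.2 and 26.9 ± 3.68 CPM (SD, n = 4 each). Irf9 (chromosome 14, 55603571 to 55610030) was at 69.4 ± 28.2 and 26.3 ± 4.67 CPM (SD, n = 4 each). Stat3 (chromosome 11, 100885098 to 100939540), a transcription factor activated by cytokines of the IL-6 family, was at 211 ± 35.5 and 365 ± 45.6 CPM (SD, n = 4 each). In edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, the log2 fold change of Stat1 was -3.67 (standard error 0.62, adjusted p = 0.00167) and that of Stat2 was -2.43 (standard error 0.58, adjusted p = 0.00788). In the same edgeR test, the log2 fold change of Irf9 was -1.40 (standard error 0.34, adjusted p = 0.00812) and that of Stat3 was 0.79 (standard error 0.15, adjusted p = 0.00239). In ST7, labelled Stat1+/+, Stat2 was at 22.9 CPM, against 149 to 205 CPM in ST1, ST2 and ST3 and 23.1 to 30.8 CPM in the tumours labelled Stat1-/-. Irf9 was at 28.8 CPM in ST7, against 72.0 to 89.3 CPM in ST1, ST2 and ST3 and 20.2 to 30.7 CPM in the tumours labelled Stat1-/-. Stat3 was at 161 CPM in ST7, below ST1, ST2 and ST3, and at 333 to 430 CPM in the tumours labelled Stat1-/-. Without ST7, the log2 fold changes were -4.05 for Stat1, -2.81 for Stat2, -1.68 for Irf9 and 0.66 for Stat3. By the two-sided exact permutation test over the 8 tumours, p was 0.0286 for Stat1 and for Stat3, 0.143 for Stat2 and 0.0857 for Irf9. Of 26 genes of JAK-STAT and IRF signalling, 6 rose, 6 fell and 14 did not pass edgeR's test (6 and 6 when adjusted over the list alone). Those that rose were Stat3, Irf6 (log2 fold change 1.04), a regulator of keratinocyte differentiation, the STAT3 feedback inhibitor Socs3 (1.58), the receptor chains Ifnar1 (0.44) and Ifngr2 (0.40) and the kinase Jak1 (0.29). Those that fell were Stat2, Irf9, Socs1 (log2 fold change -2.56), Irf7 (-3.49), a regulator of type I interferon genes, Irf4 (-2.36) and Irf3 (-0.49). Scaling by library totals alone left 3 of this list called higher, and without ST7 edgeR called 14 lower. For this list, limma's camera test gave an adjusted p of 0.692. Of 15 STAT3 targets, 7 rose and none fell (7 rose when adjusted over the list alone), among them the growth regulator Myc (log2 fold change 1.86), the oncostatin M receptor Osmr (1.11) and the angiogenic factor Vegfa (1.65). The STAT3 targets were shifted up by camera (adjusted p = 0.00506, and adjusted p = 0.637 with an estimated correlation). Their mean log2 CPM was 5.26 in ST7, against 6.24 to 6.41 in ST1, ST2 and ST3 and 7.03 to 7.43 in the tumours labelled Stat1-/-. Endothelial markers moved with the labels as well, with a mean log2 CPM of 5.24 to 5.38 in tumours labelled Stat1+/+ and 4.06 to 4.94 in those labelled Stat1-/-. With the muscle score as a covariate, which separates the labels without overlap, the log2 fold changes were -5.01 for Stat1 (standard error 2.98), -3.93 for Stat2 (2.92), -2.97 for Irf9 (1.74) and 0.55 for Stat3 (0.81), and with these wider errors none of the 4 passed edgeR's test, nor had an unadjusted p under 0.05.

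**Figure D2:**
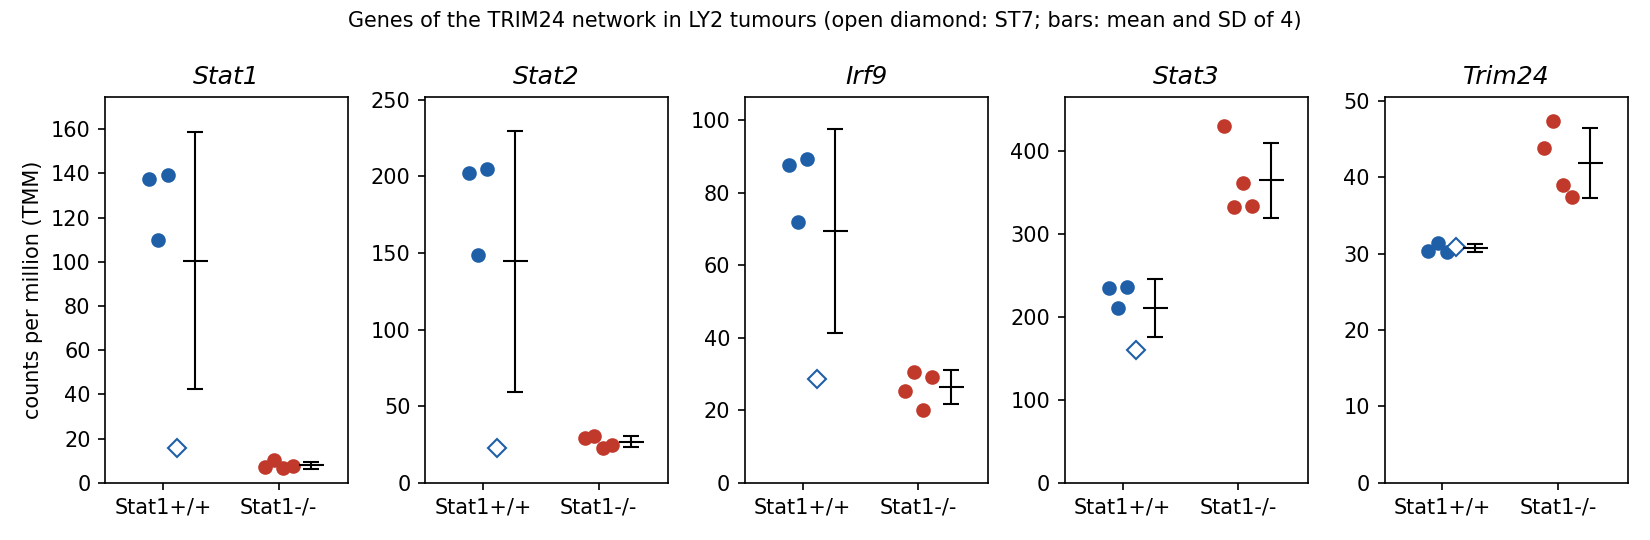
CPM, scaled by TMM (y axis), of Stat1, Stat2, Irf9, Stat3 and Trim24 in each LY2 tumour, by label (x axis). Points are tumours, the open diamond is ST7, and bars give the mean and SD of 4 tumours. For Stat1, Stat2 and Irf9, ST7 lies apart from the other tumours labelled Stat1+/+.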

### Effects of TRIM24 on HNSCC cells are mediated by STAT1-dependent and independent mechanisms

Given the co-inhibitory effects of TRIM24 and STAT1 expression in HNSCC cells, (Fig. 6a, b), we further explored the interaction between TRIM24 and STAT1 on HNSCC cell PD-L1 expression, apoptosis and cell proliferation. Interestingly, despite the increase in STAT1 induced by *TRIM24* knockdown, we observed that *TRIM24* silencing inhibited the tumour promoting effects and enhanced the tumour inhibitory effects of STAT1 activation. Specifically, while we showed STAT1 to be important for PD-L1 expression, we surprisingly saw that *TRIM24* knockdown resulted in an even more significant decrease in PD-L1 surface expression in CAL27 cells compared to *STAT1* siRNA treated cells (Fig. 6c). Similarly, *TRIM24* knockdown significantly decreased the expression of the proliferation markers *KI67* and *MCM3*, which we had showed to be decreased by *STAT1* inhibition (Fig. 6d, e and Supplementary Fig. 3). This was also true of the increased expression of the apoptotic markers *CASP8* and *BCL2* in *TRIM24* knockdown CAL27 and UMSCC22A cells (Fig. 6d, e and Supplementary Fig. 3). These results indicate that TRIM24, while a negative regulator of STAT1 in HNSCC cells, inhibits the tumour-promoting effects and enhances the tumour-inhibitory effects of STAT1 activation.

**Fig. 6:**
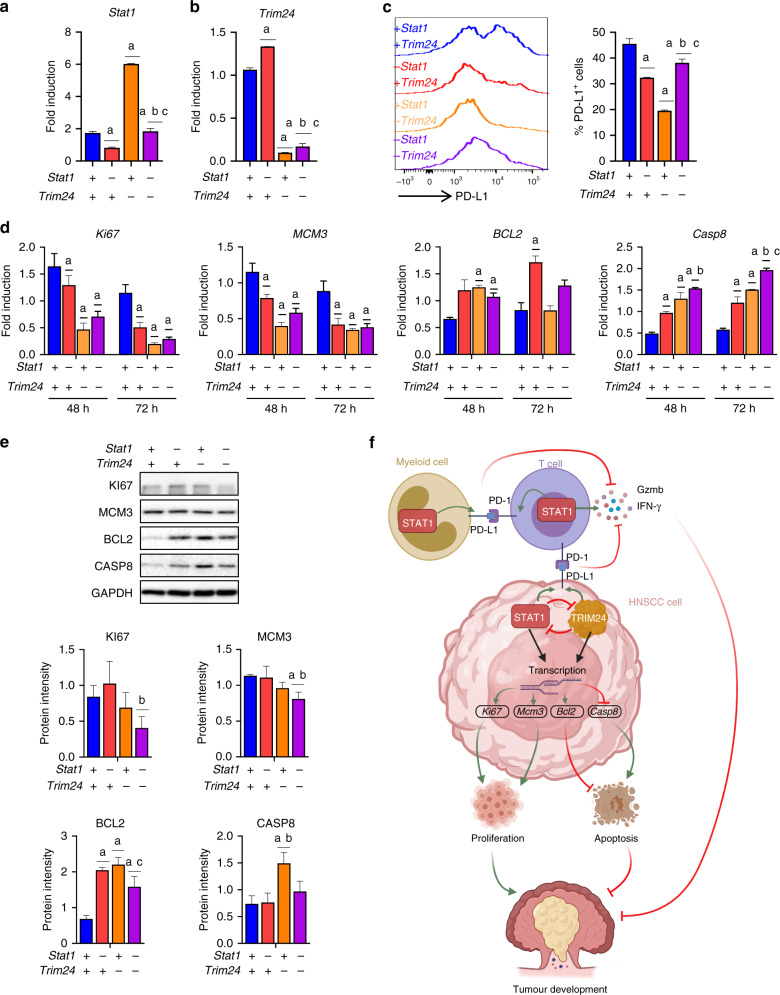
Effects of TRIM24 on HNSCC cells are mediated by STAT1-dependent and independent mechanisms. **a**, **b** Gene expression of **a** *Stat1* and **b** *Trim24* determined by RT-qPCR in CAL27 cells at 72 h post-siRNA treatment of cells treated with scramble, *Stat1*, *Trim24* and *Stat1/Trim24* siRNA. **c** PD-L1 protein expression by siRNA-treated CAL27 cells, determined by flow cytometry. **d** Gene and **e** protein expression of Ki67, Mcm3, Bcl2, and Casp8, determined by RT-qPCR and Western blot in siRNA-treated CAL27 cells at 48 or 72 h. **f** Graphical model demonstrating the influence of STAT1 and TRIM24 on gene/protein expression and cell function in myeloid cells, T cells and HNSCC cells. Statistical significance (*p* < 0.05) in comparison to a +*Stat1*+*Trim24*, b −*Stat1*+*Trim24* and c +*Stat1*−*Trim24* is noted above each group (*n* = 5 biological replicates per group for RT-PCR and 3 biological replicates per group for Western blot). Data are presented as mean +/− SEM.

Next, we performed double knockdown experiments of *STAT1* and *TRIM24* to determine mechanisms of TRIM24 effects on HNSCC cells and the involvement of STAT1 activity. We determined the expression of PDL1 on *TRIM24* and *STAT1* single or double knockdown CAL27 cells. We observed that knockdown of *STAT1* abrogated the effects of *TRIM24* on PDL1 expression in these cells. On the other hand, knockdown of *TRIM24* did not significantly affect PDL1 expression on *STAT1* knock down cells (Fig. 6c). This suggests that the effects of TRIM24 on PDL1 expression in CAL27 HNSCC cells are STAT1 dependent. We also examined the impact of *TRIM24* and *STAT1* double knockdown HNSCC cells on markers of apoptosis and cellular proliferation. We observed similar or enhanced reduction of the proliferation markers Ki67 and *MCM3* in double knockdown compared to single knock down CAL27 and UMSCC cells (Fig. 6d, e and Supplementary Fig. 3). Taken together, our results demonstrate a unique interaction between TRIM24 and STAT1 in HNSCC cells. Based on these findings, we propose a model demonstrating the divergent roles of STAT1 signalling in cancer cells and immune cells of the tumour microenvironment (Fig. 6f). We also demonstrate the interactions of TRIM24 as an upstream regulator of STAT1, inhibiting STAT1 expression and phosphorylation in HNSCC cells. Conversely, STAT1 inhibits TRIM24 expression, although to a lesser extent (Fig. 6f). Further we demonstrate that the effects of TRIM24 on immunosuppression, apoptosis and proliferation of HNSCC cell are mediated by STAT1-dependent and independent mechanisms.

## Discussion

This study highlights new mechanistic insights into the role of STAT1 expression by HNSCC cells and immune cells, as well as the function of a novel STAT1 negative regulator TRIM24, in HNSCC cells. Using RNAi silencing technology, we found that STAT1 plays an essential role in PD-L1 expression by HNSCC cells. We further found, using the 4NQO murine model of HNSCC, that STAT1 signalling is essential for PD-1/PD-L1 expression in the tumour microenvironment and by immune cells, including the accumulation of immunosuppressive populations during head and neck carcinogenesis. We further demonstrate an important role for STAT1 in anti-tumour immunity by T cells, which supports our previous reports [12]. Lastly, we show a negative co-regulatory function between STAT1 and TRIM24, which together induce PD-L1 expression in HNSCC cells (Fig. 6f).

The results of our study indicate a pro-tumour role for tumour-derived STAT1 expression in HNSCC based on its ability to enhance PD-L1-mediated immunosuppression and proliferation in both UM-SCC22A and CAL27 HNSCC cell lines. The role of STAT1 in regulating apoptosis, however, appears to be context-dependent. A downregulatory effect of STAT1 on the anti-apoptotic protein BCL2 has been previously established, although not in HNSCC cells [33]. We show that following STAT1 silencing in CAL27 cells, BCL2 expression is highly upregulated, showing that STAT1 maintains its downregulatory effect on BCL2 among the HNSCC cells tested. On the other hand, STAT1 activity appears to induce caspase-8 expression [34]. However, the non-canonical elevation of *Casp8* expression we observed in CAL27 cells following STAT1 inhibition warrants further investigation, as this may be a driver behind tumour survival in cases of HNSCC with high expression of STAT1.

The role of tumour-derived STAT1 in promoting of PD-L1 expression, however, is more evident. Previously, our group observed that STAT1-competent HNSCC induced greater expression of both PD-1 and PD-L1 in immune cells of *Stat1*^*−/−*^ mice compared to *Stat1*^*+/+*^ in both in situ and metastatic orthotopic models of HNSCC [12]. Our current results show that global STAT1 deficiency in a carcinogen-induced model of HNSCC leads to decreased PD-1/PD-L1 expression in the tumour microenvironment and by immune cells. In light of the finding that PD-1/PD-L1 expression STAT1-deficient immune cells were elevated in the context of STAT1-competent tumours but not STAT1-deficient tumours, it appears that STAT1 expression by tumour cells plays a direct role in inducing immune checkpoint signalling between immune cells. Moreover, host immune cells do not require STAT1 to express high levels of PD-1 or PD-L1. Taken together, these findings indicate that PD-1/PD-L1 activity in immune cells is dependent on STAT1 expression by tumour cells during HNSCC but may be independent of STAT1 expression by immune cells.

It was surprising to observe a reduced accumulation of immunosuppressive myeloid populations in carcinogen induced *Stat1*-deficient mice compared to *Stat1*-sufficient mice. This contrasts with our previous findings where these populations significantly accumulate in *Stat1*-deficient mice bearing *Stat1* competent aggressive HSNCC tumours [12]. While it has been shown that STAT1 promotes M2 macrophage activity and development [35, 36], we previously observed that these populations also accumulate in *Stat1*-deficient mice. Our observation that these populations are reduced in the bone marrow of carcinogen induced *Stat1*^*−/−*^ mice implies that tumour-derived STAT1 plays a major role. Notably, we observed a significant decrease in Ly6C^hi^ Ly6G− cells, but not Ly6C^int^ Ly6G^+^ cells, in the lymph nodes and spleens of carcinogen induced *Stat1*-deficient mice, which is another population we previously observed to accumulate in *Stat1*-deficient mice bearing Stat1-competent aggressive HNSCC. Together, these results highlight the important role of tumour-derived STAT1 in promoting the accumulation of immunosuppressive myeloid populations, especially when these host derived immune cells are *Stat1* deficient. Because M-MDSCs are known to facilitate the epithelial-to-mesenchymal transition that precedes metastasis [37], tumour-derived STAT1 may be a predictor of immune suppression and metastasis in HNSCC. Alternatively, MDSC populations have been shown to expand in response to chronic inflammation [38, 39], and their deficiency may be due to the failure of *Stat1*^*−/−*^ mice to initiate a robust anti-tumour response during the early stages of head and neck carcinogenesis [40].

Despite the reduction in the immunosuppressive PD-1/PD-L1 axis and MDSC populations observed in carcinogen induced *Stat1*-deficient mice, they still displayed significantly higher mortality and burden of dysplasia and neoplasia compared to *Stat1* competent mice. This finding may be explained by our findings of decreased expression of Gzmb and IFN-γ by lymphocytes in *Stat1*^*−/−*^ mice, which are known to facilitate the anti-tumour immune response to HNSCC and inhibit tumour proliferation [41–43]. Initially, this observation may seem to contradict the heightened PD-1/PD-L1 signalling which is known to inhibit lymphocyte anti-tumour functions [14]. However, the global reduction of Gzmb in *Stat1*^*−/−*^ mice can be explained by the role STAT1 plays in its production in CD8 T cells [44]. Alternatively, decreased PD-1 expression by T-cells may be resultant of decreased activation rather than a direct result of STAT1 deficiency. Further, absent IFN-γ signal transduction mediated by STAT1 leads to failure to prepare immune cells for sufficient anti-tumour immune activity, as evidenced by decreased IFN-γ expression in the tumour microenvironment. However, we also observed a corresponding decrease in PD-L1 in the tumour microenvironment, which corresponds to the role of IFN-γ and STAT1 signalling in the production of PD-L1. Thus, while immune cell STAT1 activity is strongly associated with HNSCC survival and can be considerably variable among patients [11], our data supports the hypothesis that STAT1 activation by HNSCC cells could simultaneously potentiate immunosuppressive and tumorigenic effects during HNSCC. These data taken together indicate that while impaired STAT1 signalling within lymphoid populations is likely to produce a deleterious effect in HNSCC, selective targeting of STAT1 signalling in HNSCC cells could potentially enhance anti-tumour immune responses and inhibit tumour cell growth.

TRIM24 is a transcriptional intermediary factor that we have found to negatively correlate with STAT1 expression. Thus TRIM24 presents itself as an interesting target for modulating STAT1 expression and downstream effects in HNSCC. Previously, TRIM24 has been shown to bind to retinoic acid responsive elements of the STAT1 promoter, thereby repressing STAT1 transcription [17, 19]. However, there has been a long-standing debate on whether TRIM24 functions as either a tumour suppressor or oncogene, and the answer appears to be context-dependent [18, 45]. Notably, TRIM24 expression has been shown correlate with both locally advanced and metastatic HNSCC, though the mechanisms underlying this effect remain unclear [19, 46]. Although we did not observe a strong correlation between STAT1 and TRIM24 based on TCGA data, our results demonstrate that TRIM24 negatively regulates STAT1, and we present novel evidence that STAT1 also negatively regulates TRIM24 in HNSCC cells.

Despite its inhibitory effect on STAT1 expression, we also found TRIM24 to have a significant impact on the immunosuppressive ability of HNSCC cells, indicating a complex regulatory interaction beyond simple co-inhibitory effects. For example, while STAT1 is involved in PD-L1 expression, TRIM24 knockdown in HNSCC cells significantly inhibited PD-L1 expression to an even greater extent than observed in STAT1 knockdown HNSCC cells. This finding was particularly surprising given the observed STAT1 mediated promotion of PD-L1 expression and the downregulatory effect of TRIM24 on STAT1 protein expression and phosphorylation. These results appear to highlight the complex crosstalk between TRIM24 and STAT1 to induce PD-L1 expression in HNSCC. This is further demonstrated by our observation that STAT1 depletion in TRIM24 knockdown cells partially restored PD-L1 expression levels, indicating that TRIM24 effects of PD-L1 expression on HNSCC cells are at least partly mediated by STAT1. Potential transcriptional, translational and post-translational mechanisms underlying the complex interplay between TRIM24 and STAT1 in mediating immunosuppression in HNSCC cells will require further investigation.

Given that TRIM24 was selectively expressed in tumour cells of the HNSCC microenvironment potentially provides an opportunity for selectively targeting STAT1 and mitigating its tumour promoting effects in HNSCC in vivo. This is particularly significant since STAT1 mediates tumour promoting and inhibitory roles in HNSCC cells despite playing a significant anti-tumour function in immune cells. Further, the tumour inhibitory effects mediated by TRIM24 inhibition were significantly greater than STAT1 inhibition. There is therefore a strong rationale to exploring TRIM24 as a target in HNSCC treatment, which can potentially leverage the STAT1 pathway to improve HNSCC tumour outcomes. It is possible that TRIM24 inhibition could directly or indirectly inhibit the tumorigenicity of HNSCC tumour cells. Additionally, while TRIM24 expression is low in tumour-infiltrating lymphocytes, its downregulation could, in turn, upregulate STAT1 anti-tumour activity. A small molecule inhibitor of TRIM24 has been reported with high potency and favourable pharmacokinetic properties—a therapeutic role in HNSCC could be further explored in future studies [47].

In conclusion, our findings indicate that tumour-derived STAT1 regulates HNSCC tumorigenicity and PD-L1 immune checkpoint signalling, while T-cell-derived STAT1 is necessary for immune activation and anti-tumour immune responses. We further demonstrate that TRIM24 potentiates the tumour promoting function of STAT1 in HNSCC cells.

## Supplementary information

Supplemental Figures

Reproducibility Checklist

## Data Availability

All raw data supporting the findings of this study are available upon request. Sequencing data are available via the Gene Expression Omnibus (GSE198790).

# Supplementary material for: STAT1 is regulated by TRIM24 and promotes immunosuppression in head and neck squamous carcinoma cells, but enhances T cell antitumour immunity in the tumour microenvironment
**Source:** Br J Cancer. 2022 May 20;127(4):624–36. doi: 10.1038/s41416-022-01853-z
**Supplement:** Supplementary file 1 — Supplemental Figures

## Slide 1

Supplementary Figure 1
A
B
Granzyme B
IFNγ
Lymph Node
Spleen
Lymph Node
Spleen
NK
C
D
Granzyme B
IFNγ
Lymph Node
Spleen
Lymph Node
Spleen
NKT
Supplementary Figure 1: (A-D) Flow cytometric analysis of Granzyme B and IFNγ production by NK and NKT cells. Graph shows average percentages of (A) Gzmb+ NK cells, (B) IFN-γ+ NK cells, (C) Gzmb+ NKT cells, and (D) IFN-γ+ NKT cells in draining lymph nodes and spleens of cancer induced and control Stat1+/+ and Stat1-/- mice (n=15-17 cancer induced mice per group). * p-value < 0.05; ** p-value < 0.01; *** p-value < 0.001 between groups.

## Slide 2

Supplementary Figure 2
A
B
Supplementary Figure 2: Mutation rate observed in tumor tissue from Stat1+/+ (WT) and Stat1-/- mice orthotopically injected with LY2 HNSCC cells. The number of point mutations (A) and Insertion–deletion mutations (B) detected in each RNA-seq sample, was scaled by sequencing depth. No significant differences were observed between WT and Stat1-/- mice.

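Supplementary Fig. 2 counts the point mutations and the insertion-deletion mutations called in the RNA sequencing reads of each LY2 tumour. A library with more reads covers more bases and transcripts well enough for a call, so each number was divided by the sequencing depth of its library. The total count per library gave p = 0.543 between the labels by a two-sided exact permutation test. The number of genes with at least 1 count was 20640 to 21040 in the libraries labelled Stat1+/+ and 19810 to 20412 in those labelled Stat1-/-. Which bases can be read for mutations in RNA follows which genes are expressed, and genes encoded by the mitochondrial genome took 3.08% to 3.67% of counts in the libraries labelled Stat1+/+ and 1.74% to 1.90% in those labelled Stat1-/-. Of 12 mitochondrially encoded genes, 11 fell and none rose (11 fell when adjusted over the list alone), among them mt-Nd5 with a log2 fold change of -1.32 and mt-Nd2 with one of -1.50, both subunits of complex I. Gene counts hold no base calls, so the mutation numbers themselves were not computed.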

## Slide 3

Supplementary Figure 3
A
Ki67 MCM3 BCL2 CASP8
B
C
-Trim24
+Trim24
pSTAT1
 Stat1 + - + -
Trim24 + + - -
KI67
MCM3
BCL2
GAPDH
Supplementary Figure 3: (A,B) (A) Gene and (B) protein expression of Ki67, Mcm3, Bcl2, and Casp8, determined by RTqPCR and Western blot in siRNA-treated UMSCC22A cells at 48 or 72 hours. (C) STAT1 phosphorylation in CAL27 cells treated with scramble or Trim24 siRNA for 72 hours, determined by flow cytometry. Statistical significance (p<0.05) in comparison to a) +Stat1+Trim24, b) -Stat1+Trim24, and c) +Stat1-Trim24 is noted above each group (n=5 replicates per group for RTPCT and 3 replicates per group for Western blot).

How the deposited data were processed for this re-analysis (not part of the article)

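RNA from 8 oral tumours of mice orthotopically injected with LY2 HNSCC cells was sequenced, 4 from hosts labelled Stat1+/+ (ST1, ST2, ST3 and ST7) and 4 from hosts labelled Stat1-/- (ST4, ST5, ST6 and ST8). The paper's text does not describe the library preparation, the read processing or an RNA-seq threshold. Its statistics section names analysis of variance or Student's test for group differences in general. The submitters' notes name CASAVA, STAR and the mouse genome GRCm38 (mm10), without versions, and do not name the read counter, the strand setting, the rule for reads with several matches or the annotation release.

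The authors deposited 1 table. Its raw counts are whole numbers per gene and library, made by the authors without normalization. Its FPKM values were computed by the authors per library from these counts and the gene length in the table, and averaged by the authors for each group. The signal columns hold the authors' mean normalized count of each group, and the authors do not state how these were normalized. The log2 fold change deposited by the authors compares Stat1-/- with Stat1+/+ tumours, with a tool they do not name. The p-value and adjusted p-value columns were deposited by the authors for the same comparison. Of the 35275 genes in the table, 10651 had 0 counts in every library, and 72 gene names occurred more than once, so genes were handled by their Ensembl identifiers. Of these identifiers, 34490 were found in the GENCODE mouse annotation of the same build, and 24932 had the same start and end there. Coordinates are those of the table.

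All further values were computed from the raw counts in R 4.3.3. Genes were kept by filterByExpr of edgeR 4.0.16 (minimum count 10, minimum total count 15), which left 16050 genes. It asks for its minimum in at least 4 libraries, the size of a group, so genes high in ST1, ST2 and ST3 alone were dropped. The fits that leave out a tumour used the same genes. Libraries were scaled by TMM, and the labels were compared with edgeR's quasi-likelihood test with a robust prior and no covariate, with Benjamini-Hochberg adjustment over all genes tested and a threshold of 0.05. A log2 fold change is Stat1-/- over Stat1+/+, and its standard error is the change divided by the root of the test statistic. CPM values are scaled by TMM, and log2 CPM values use a prior count of 2. Single genes were also compared by a two-sided exact permutation test over the 70 assignments of the 8 tumours, whose smallest p is 0.0286. Fixed lists of genes (37 lists with 600 entries, of which 594 matched a gene) were counted over all genes and adjusted over the list alone. Lists with at least 3 tested members were compared with the other genes by camera of limma 3.58.1 with a preset correlation of 0.01. The muscle score of a tumour is the mean log2 CPM of its skeletal muscle markers.

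The genes named were every gene the paper names for these data or measures elsewhere, the 10 higher and 10 lower genes with the largest log2 fold changes among those past the threshold with a mean log2 CPM of at least 1 and no overlap between the groups, up to 4 members with the smallest p-values of each list described, with any member needed where a list moved apart, and the 5 genes with the smallest p-values. Predicted genes and immunoglobulin and T cell receptor segments were left out of the largest changes. In edgeR's test, 4 of 4 tested immunoglobulin segments and 3 of 4 tested T cell receptor segments fell and none rose.

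The depth of 20447806 to 24616824 counts per library puts the limit that a count of 0 allows (3 counts) at 0.126 to 0.156 CPM, for counting error only. The edgeR fit was tested on simulated counts for the same 16050 genes, library sizes and dispersion of the 8 tumours, with 200 genes changed. It recovered 6% of genes changed 1.5-fold, 34% of those changed 2-fold, 78% of those changed 4-fold and 94% of those changed 8-fold, with 5 false calls among 111. With the dispersion of the 4 Stat1-/- tumours it recovered 26%, 60%, 92% and 96%, with 19 false calls among 156. The adjusted threshold depends on how many genes change. In the real comparison 9342 genes passed, so these shares do not measure its sensitivity.

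The alternatives tried were RLE factors, library totals alone, DESeq2 1.42.0, limma-voom, no robust prior, no filter, a stricter filter (1 CPM in 4 libraries), the muscle score as a covariate, 1 surrogate variable by sva 3.50.0, each tumour left out in turn, stricter thresholds, and other settings of the list tests. The same labels were also split in all 35 ways into 4 and 4 tumours. At an adjusted p under 0.05 in each, the authors' comparison and the edgeR fit made here had 15975 genes in common, with 9159 called by both in the same direction, 117 called here alone, 455 called by the authors alone and 0 called in opposite directions. The Ingenuity analysis and the mutation calls were left out, because they need a knowledge base and reads, which were not used here.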

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

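The tests of sequencing depth, hair follicle markers, Y-linked genes and the share of changes far from Stat1 were chosen only after the result was seen. Each value flagged in the next paragraph comes from a tumour that lay far from the other 3 of its label. The measure was the gap to the nearest of them over the group's range, and chance flags about 1 in 20 groups. The Y-linked genes were flagged because the paper did not analyse them.

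In ST7, labelled Stat1+/+, Stat1 was at 15.6 CPM, against 110 to 139.4 CPM in ST1, ST2 and ST3, and Stat2 was at 22.9 CPM, against 149 to 205 CPM. The mean log2 CPM in ST7 was 2.51 for interferon-stimulated genes, 1.83 for interferon-gamma-induced genes (6.57 to 6.81 in ST1, ST2 and ST3) and 5.32 for MHC class I presentation (7.44 to 7.82). It was 4.67 for JAK-STAT and IRF signalling (5.80 to 5.87), 5.26 for STAT3 targets, 0.40 for T cell markers and -0.31 for neutrophil and G-MDSC markers. Pdcd1 was at 0.172 CPM in ST7 (9.88 to 11.6 in ST1, ST2 and ST3), Cd274 at 7.42 CPM (53.9 to 67.2), Casp8 at 21.4 CPM (40.3 to 45.5) and Cxcl9 at 0.214 CPM (147 to 189). Ifng was at 0 CPM (2.43 to 3.602) and Gzmb at 0 CPM (5.20 to 6.41), where a count of 0 allows up to 0.129 CPM. Among tumours labelled Stat1-/-, the T cell marker mean was 0.43 in ST8 against -0.19 to -0.15 in the others, and Aurka was at 43.7 CPM in ST6 against 36.1 to 37.0 CPM.

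Stat1 and the interferon genes of ST7, labelled Stat1+/+, lay near the tumours labelled Stat1-/-. A position was computed for ST7, with 0 at the Stat1-/- mean and 1 at the mean of ST1, ST2 and ST3. Over 3630 genes outside the lists that separate these sets, its median was 1.24 (quartiles 0.91 to 1.56). This argues against a swap with a tumour like those labelled Stat1-/-. The median was -0.22 for interferon-stimulated, -0.075 for interferon-gamma-induced and 0.051 for MHC class I genes. Tissue content moved with the labels as well (median position of the muscle markers 1.08), so a wrong host genotype for ST7 stays open. Low depth is argued against by its total count, 1.16 times the median of the 8 tumours. It also stays open that ST7 may hold few T cells, with a T cell marker mean 2.37 log2 units below the lowest of ST1, ST2 and ST3. The median position of its 17 T cell markers was 0.24 (quartiles -0.19 to 0.48). Cd5 (8.75 CPM against 8.78 to 9.65) and Trbc2 (10.9 against 12.6 to 13.3) lay near ST1, ST2 and ST3. Skin with hair follicles stays open too, with a hair follicle marker mean 2.09 log2 units above the highest other tumour. So does a small share of injected cells, which was not measured. ST7 held 0 Y-linked counts, and its Cdkn2a was at 0.0858 CPM, against 2.90 to 14.7 CPM in ST1, ST2 and ST3 and 104 to 156 CPM in the Stat1-/- tumours. Of the 16 hair follicle markers, 15 were tested and were also counted in ST1, ST2 and ST3, and Krt71, the most abundant, was at 4185 CPM in ST7, 404 to 976 CPM in ST1, ST2 and ST3 and 10.3 to 43.8 CPM in the Stat1-/- tumours.

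Of the genes tested, 9342 passed the threshold between the labels. Only 1 of the 35 splits of the tumours, the real one, called as many genes in edgeR, and the highest of the others called 0 (2028 at an unadjusted p under 0.05). This argues against chance only as far as 1 in 35, the smallest share the test allows. Every other split mixes the labels, which widens its spread, so few calls were likely there. A chromosomal segment carried along with the disrupted Stat1 gene can itself hold few of the changed genes, since only 205 tested genes lay within 20 Mb. That 98.6% of the changed genes other than Stat1 lay outside was thus fixed in advance. Whether a gene of the segment acts on genes elsewhere was not tested. Whether genes within 20 Mb changed more often stays open: 127 of 205 did, against 9214 of 15844 elsewhere (odds ratio 1.17, confidence interval 0.875 to 1.58, Fisher's exact test, two-sided, p = 0.286), and the odds ratio was 0.832 without a filter and 1.62 with 1 surrogate variable (p = 0.00384). The host genotype and a different share of muscle, epithelium and injected cells stay open, and the fit with the muscle score as a covariate, in which 0 genes passed edgeR's test (173 higher and 153 lower at an unadjusted p under 0.05), decides nothing, since the score has a Pearson r of -0.98 with the labels and the calls ended with wider errors (Stat1 log2 fold change -3.67, standard error 0.62, against -5.01, standard error 2.98).

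Y-linked genes, which the paper did not analyse, summed to a mean of 115 CPM in tumours labelled Stat1-/-, against 1.76, 2.60 and 14.9 CPM in ST1, ST2 and ST3 and 0 CPM in ST7. Male hosts in the Stat1-/- group alone are argued against as the whole source, since Xist, which is expressed from the inactive X of female cells, was at 34.4% or more of the Stat1+/+ mean in every Stat1-/- tumour and ST1, ST2 and ST3 held 40, 62 and 340 Y-linked counts. More cells of the injected line in the Stat1-/- tumours stay open: of 39 genes near 0 in ST7 and at 5 CPM or more in the Stat1-/- tumours, 66.7% were highest in ST3 among ST1, ST2 and ST3, but so were 60.2% of 4114 other genes called higher. The 39 genes lay at a median of 23.7%, 20.3% and 32.6% of the Stat1-/- mean in ST1, ST2 and ST3, against 1.53%, 2.26% and 12.9% for the Y-linked sum, which a single share of injected cells would not give, but they include leukocyte genes such as Sell and so do not measure that share. The sex of each host and of the LY2 line is not given in the paper, so a mixture of both explanations stays open and untested.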

How the results depend on the processing

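No test in this part was chosen after its result was seen. No paired analysis was possible because the tumours labelled Stat1+/+ (ST1, ST2, ST3 and ST7) and Stat1-/- (ST4, ST5, ST6 and ST8) share no number. Apart from the muscle score, the other scalings, tools and filters called 3497 to 5744 genes higher and 4429 to 5424 lower, and leaving out each tumour in turn gave 3851 to 4908 higher and 3952 to 5112 lower. Without ST7, 8966 of the 9342 calls were shared in the same direction. Asking for an absolute log2 fold change of at least 1 left 1372 higher and 3203 lower genes.

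With the muscle score as a covariate, edgeR called 0 genes higher and 0 lower (173 and 153 at an unadjusted p under 0.05), and 0 in the interferon, MHC class I, JAK-STAT, T cell and STAT3 target lists. The log2 fold changes were then -5.01 for Stat1, -3.93 for Stat2, -2.97 for Irf9, 0.55 for Stat3 and 0.19 for Trim24, and the sign turned for Casp8 (-0.37), Bcl2 (-0.0816), Krt6b (-1.72), Krt16 (-0.57), Itgb4 (-0.60), Kdm5d (-0.83) and Eif2s3y (-0.52). The score separates the labels without overlap, so this fit leaves little of their difference to test.

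With an estimated correlation, camera passed 0 lists against 19 (0 at an unadjusted p under 0.05, and fry, which tests for any change in a list, passed 17, without the interferon-stimulated, interferon-gamma-induced, MHC class I, mast cell and fibroblast lists). Without genes shared between lists, the JAK-STAT list turned direction at a camera adjusted p of 0.927 (0.0501 to 0.976 over its alternatives). limma-voom called 12 interferon-stimulated and 4 interferon-gamma-induced genes lower, 1 surrogate variable gave 13 STAT3 targets higher, and the cause was not tested. The odds ratio of genes near Stat1 was 0.832 without a filter and 1.62 with 1 surrogate variable (Fisher's exact test, p = 0.00384, 0.00384 to 0.944 over its alternatives), and the cause was not tested. Over the fits that leave out 1 tumour, the camera adjusted p was 0.396 to 0.745 for checkpoint ligands (direction turned without ST7), 0.453 to 0.854 for macrophage markers (turned without ST7 or ST8) and 0.617 to 0.917 for epithelial-mesenchymal transition (turned without ST8), and 6 to 14 JAK-STAT genes were lower, 14 of them without ST7.

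Over 110 named genes there were 1863 values under these alternatives: 1718 kept direction and side of the threshold, 122 lost the call, 16 gained it and 7 turned sign, all 7 with the muscle score. The call for Gzmb (adjusted p = 0.0279 from edgeR) was also lost by limma-voom, with 1 surrogate variable, and when any tumour but ST7 was left out. Depth limits a count of 0 to under 0.126 to 0.156 CPM. In simulated data with 200 genes changed, edgeR recovered 34% of 2-fold changes with the dispersion of all 8 tumours. It recovered 60% with the dispersion of the 4 labelled Stat1-/-. The real comparison called 9342 genes, and the adjusted threshold shifts with the number changed, so these shares are not its sensitivity.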

Other observations

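No test in this part beyond the hair follicle list was chosen after its result was seen. Beyond the interferon and T cell groups, the tumours labelled Stat1-/- had fewer transcripts of several host tissues. Of 8 Schwann cell markers, 8 fell, and of 5 erythroid markers 5 fell (Slc4a1, Alas2, Hba-a1, Hba-a2 and Hbb-bs). Of 13 endothelial markers, 9 fell and none rose (9 when adjusted over the list alone), among them Cldn5, a tight junction protein of vessels (log2 fold change -1.47), and Vwf, von Willebrand factor (-2.12). Of 20 fibroblast and matrix genes, 8 fell and none rose (6 when adjusted over the list alone), of 10 adipocyte markers 6 fell (8), of 4 salivary gland markers 2 fell, Amy1 and Car6, and of 11 mast cell and eosinophil markers 8 fell and 1, Hdc, rose. Without ST7, 14 fibroblast genes fell (14 when adjusted over the list alone) and 5 adipocyte markers (3), and without any one of ST1 to ST6, 5 fibroblast genes fell. The adipocyte count was 3 without ST2, ST5 or ST6, and the erythroid count was 3 without ST4 or ST8 and 1 without ST5 or ST6. Of 15 hair follicle markers 15 fell, a list chosen after the data were seen. By the exact permutation test on list means, 0 of the 20 cell type and quality lists passed after adjustment, with a smallest adjusted p of 0.0519. At an unadjusted p under 0.05 there were 11, each at 0.0286, the smallest p that 4 tumours against 4 allow. Passing after adjustment thus hung on how many lists reached that p, so it decides nothing about single lists. The mean was lower in all 4 Stat1-/- tumours than in any labelled Stat1+/+ for the endothelial, Schwann, muscle, cornified and salivary lists. The same held for the adipocyte, erythroid, mast cell and mitochondrial lists, while the neutrophil and sex-linked means were higher in all 4.

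Of 7 cytotoxic effector genes, 6 fell and none rose (6 when adjusted over the list alone). The smallest p-values were those of Tbx21, the transcription factor T-bet (log2 fold change -4.79), and Nkg7, a cytotoxic granule protein (-6.37). Of 10 MHC class II genes, 0 passed the test in edgeR (2 at an unadjusted p under 0.05), 5 were called lower by DESeq2 and 9 fell without ST7. Of 13 dendritic cell markers 5 fell (Clec9a, Xcr1, Siglech, Zbtb46 and Flt3), of 5 plasma cell markers 4 (Igkc, Mzb1, Ighg1 and Igha), of 4 B cell markers 1 (Ighm) and of 2 NK cell markers 1 (Il2rb). Of 20 macrophage and monocyte markers Itgam rose and Retnla and Ly6c2 fell. Of 12 checkpoint receptors and exhaustion genes, 5 fell (Tox, Icos, Pdcd1, Ctla4 and Lag3) and 1 rose (Tnfrsf9), and of 9 checkpoint ligands and suppressive enzymes Cd274 fell and Pvr rose. Of 19 apoptosis genes, 11 rose and 1 fell (12 and 1 when adjusted over the list alone), with the anti-apoptotic genes Bcl2l1 (log2 fold change 1.17), Birc2 (2.65) and Birc3 (3.25, or 3.85 without ST3) and the pro-apoptotic Bax (0.58) higher and the death ligand Tnfsf10 (-4.69) lower. Of 14 genes of epithelial-mesenchymal transition 5 rose (Itga5, Snai1, Serpine1, Snai2 and Tgfb1) and 3 fell (Zeb1, Twist1 and Cdh2). Of 10 immediate early and stress genes 4 rose (Fos, Atf3, Hspa1b and Junb) and Egr1 fell, and of 13 retinoic acid response genes Crabp2 rose and Rarb, Cyp26a1, Rarres1 and Dhrs3 fell. Without ST7, edgeR called 9 checkpoint receptors, 4 checkpoint ligands, 4 macrophage markers, 3 B cell markers and 2 apoptosis genes lower, and 2 checkpoint ligands and 3 retinoic acid genes higher. Without any one of ST1, ST2, ST3, ST5 or ST6, it called 3 checkpoint receptors lower. The call of Tnfrsf9 ended when any tumour but ST7 was left out, that of Crabp2 without any one of ST1 to ST6 and that of Itgam without ST1, ST5 or ST8. The lower counts were 3 for dendritic cells without ST2, ST4 or ST5, 2 for plasma cells without ST6, and 2 each for B cells and apoptosis without ST8, and the higher counts were 3 for epithelial-mesenchymal transition without ST1 or ST5, 2 for checkpoint ligands without ST5 and 2 for stress genes without ST4. The members of counts of 5 or fewer, and Bax, were named after their values were seen. The list of interferon genes had 0 members that passed the filter, which does not show that they were absent from every tumour.

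The paper measured some genes in carcinogen-induced tongues or in cell lines, and their values in the LY2 tumours are given here for those genes. Pdcd1 was at 8.24 ± 5.43 CPM (SD, n = 4) in tumours labelled Stat1+/+ and 0.767 ± 0.254 CPM (SD, n = 4) in those labelled Stat1-/- (log2 fold change -3.42, adjusted p = 0.0161 from edgeR's quasi-likelihood test). Cd274 was at 47.6 ± 27.3 and 11.5 ± 2.22 CPM (log2 fold change -2.05, adjusted p = 0.0161 from edgeR). By the two-sided exact permutation test, p was 0.143 for each. In ST7, labelled Stat1+/+, Pdcd1 was at 0.172 CPM and Cd274 at 7.42 CPM, both below every tumour labelled Stat1-/-. By RT-qPCR, the paper found Pd1 and Pdl1 transcripts lower in tongues of carcinogen-induced Stat1-/- mice (Fig. 3a, f). This is the direction seen here, in another tumour model. From its earlier orthotopic work, the paper reports the opposite, with more PD-1 and PD-L1 in immune cells of Stat1-/- mice. The values here are RNA of whole tumours, in which T cell markers fell as well (Cd247 log2 fold change -3.04). They therefore do not test expression per immune cell. Gzmb had a log2 fold change of -3.41 (adjusted p = 0.0279 from edgeR, p = 0.143 by the exact permutation test). Ifng and Cxcl9 did not pass the filter, which asks for enough counts in at least 4 libraries, since ST7 held too few. The fit without ST7 kept the same genes, so neither was tested there. Cxcl9 had 4306, 3499 and 3906 counts in ST1, ST2 and ST3, 5 in ST7 and at most 2 in each Stat1-/- tumour. Ifng had 82, 58 and 73 counts in ST1, ST2 and ST3, 0 in ST7 and at most 1 in each Stat1-/- tumour. The log2 fold changes deposited by the authors were -4.62 for Ifng and -5.34 for Cxcl9. Mcm3 (log2 fold change 1.08, adjusted p = 0.00233), Aurka (0.97, adjusted p = 0.00231) and Casp3 (0.99, adjusted p = 0.0153) rose in edgeR's test. Mki67 (0.36, adjusted p = 0.0544), Casp8 (0.55, adjusted p = 0.0724) and Bcl2 (0.15, adjusted p = 0.316) did not pass it, while Casp8 passed without ST7 or with 1 surrogate variable and Mki67 without ST1 or with 1 surrogate variable.

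The log2 fold changes deposited by the authors were -3.47 for Stat1, -2.30 for Stat2, -1.38 for Irf9, 0.77 for Stat3 and 0.43 for Trim24. The paper's Trim24 value in Fig. 5f has the same direction as the value computed here.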
